# Evi5 is required for *Xenopus* limb and tail regeneration

**DOI:** 10.3389/fcell.2022.1027666

**Published:** 2022-12-08

**Authors:** Li Yang, Youwei Chen, Huahua Liu, Yu Liu, Feng Yuan, Qianyan Li, Gufa Lin

**Keywords:** Evi5, regeneration, limb, tail, *Xenopus*, axolotl, Kdm6b, Kdm7a

## Abstract

Amphibians such as salamanders and the African clawed frog *Xenopus* are great models for regeneration studies because they can fully regenerate their lost organs. While axolotl can regenerate damaged organs throughout its lifetime, *Xenopus* has a limited regeneration capacity after metamorphosis. The ecotropic viral integrative factor 5 (Evi5) is of great interest because its expression is highly upregulated in the limb blastema of axolotls, but remains unchanged in the fibroblastema of post-metamorphic frogs. Yet, its role in regeneration-competent contexts in *Xenopus* has not been fully analyzed. Here we show that Evi5 is upregulated in *Xenopus* tadpoles after limb and tail amputation, as in axolotls. Down-regulation of Evi5 with morpholino antisense oligos (Mo) impairs limb development and limb blastema formation in *Xenopus* tadpoles. Mechanistically, we show that Evi5 knockdown significantly reduces proliferation of limb blastema cells and causes apoptosis, blocking the formation of regeneration blastema. RNA-sequencing analysis reveals that in addition to reduced PDGFα and TGFβ signaling pathways that are required for regeneration, *evi5* Mo downregulates lysine demethylases Kdm6b and Kdm7a. And knockdown of Kdm6b or Kdm7a causes defective limb regeneration. Evi5 knockdown also impedes tail regeneration in *Xenopus* tadpoles and axolotl larvae, suggesting a conserved function of Evi5 in appendage regeneration. Thus, our results demonstrate that Evi5 plays a critical role in appendage regeneration in amphibians.

## Introduction

Many amphibian animals have the ability to regenerate all or portions of their appendages, including the limb and the tail (Carlson, 2007; Simon and Tanaka, 2013). Understanding the cellular and molecular mechanisms of amphibian appendage regeneration may eventually instruct mammalian limb regeneration (Cox et al., 2019; Davidian and Levin, 2022). The urodele amphibians axolotl (*Ambystoma mexicanum*) and newts (*Notophthalmus viridescens*) are primary salamander models of limb regeneration for querying the cellular and molecular signals that lead to a successful regeneration (Bassat and Tanaka, 2021). They can regenerate the limb from any level of amputation by forming a proliferative mass called blastema, which subsequently proliferates and differentiates to restore the lost structure. Limbs of anuran amphibians, such as *Xenopus,* can also regenerate. When the limb buds are amputated in young *Xenopus* tadpoles, such as those of Nieuwkoop-Faber (NF) stages 51–53 (Nieuwkoop and Faber, 1967), they regenerate perfectly well (Dent, 1962). However, the regenerative capacity of the tadpole limb becomes progressively decreased and restricted to more distal levels, after NF stage 53. At NF stage 56 or 57, amputation at any level results only in the regeneration of a muscle-less, un-segmented cartilage spike covered by an envelope of skin (Dent, 1962). Spike formation is also the default outcome of limb amputations in post-metamorphic *Xenopus* (Satoh et al., 2006). Following amputation of the *Xenopus* froglet limb, a fibrotic blastema (fibroblastema) is formed underneath the wound epithelium. Unlike salamander limb blastema cells, which undergo substantial dedifferentiation to embryonic limb bud states, the fibroblastema cells in *Xenopus* are only partially dedifferentiated (Gerber et al., 2018; Lin et al., 2021). Nevertheless, the age-dependent limb regeneration phenomenon makes *Xenopus* an interesting model of appendage regeneration (Slack et al., 2008). Comparative analysis of *Xenopus* and axolotl limb regeneration has also been useful for identifying factors mediating successful regeneration (Stocum and Cameron, 2011).

One such comparative study, from the Stocum group, profiled the proteomics of axolotl and *Xenopus* froglet limb blastema cells (Rao et al., 2014). This study identified Evi5 (ecotropic viral integrative factor 5) as one molecule of special interest in limb regeneration. EVI5 was strongly upregulated, with more than two-fold changes, at all stages during blastema formation in the axolotl (Rao et al., 2009). But its expression remained unchanged in the *Xenopus* limb fibroblastema (Rao et al., 2014). Evi5 is an oncoprotein involved in cell cycle regulation, and interacts with many cell cycle proteins (Lim and Tang, 2013). For example, Evi5 binds to and stabilizes the mitotic regulator Emi1 to prevent cells from entering mitosis prematurely (Eldridge et al., 2006). Emi1, the early mitotic inhibitor initially identified from *Xenopus* oocytes, accumulates in late G1 and inhibits cyclin A degradation by the anaphase-promoting complex/cyclosome (APC/C) (Reimann et al., 2001; Eldridge et al., 2006). The high level of expression of EVI5 protein in the regenerative axolotl limb blastema led to the postulation that it may have an important role in appendage regeneration (Rao et al., 2014). However, it is not clear whether Evi5 itself is functionally required for limb regeneration, and whether it is differentially expressed in regeneration-competent young *Xenopus* limbs. Neither has the mechanism of Evi5 in amphibian limb regeneration been investigated.

In this study, we have investigated the expression dynamics of *evi5* during limb and tail regeneration in young *Xenopus* tadpoles. Loss-of-function analyses revealed that Evi5 plays a critical role during appendage regeneration, inhibiting cell proliferation and causing apoptosis in the blastema cells. RNA sequencing analysis identified the potential downstream targets of Evi5 during limb regeneration. Aside from interfering with the cell cycle, knockdown of Evi5 inhibits the expression of lysine demethylases *kdm6b* and *kdm7a* in the regenerating tadpole limb, providing important clues for our further understanding of the mechanism of amphibian appendage regeneration.

## Results

### Expression of *evi5* in *Xenopus* tadpole limb and tail regeneration

The significant upregulation of EVI5 protein levels in axolotl limb blastema but not in the non-regenerating *Xenopus* froglet fibroblastema suggested a strong correlation between EVI5 expression dynamics and appendage regeneration ability (Rao et al., 2014). To further investigate the role of Evi5 in *Xenopus* appendage regeneration, we obtained the coding sequences of *Xenopus evi5* based on information found on Xenbase.org (see method). Protein sequence alignment showed that *Xenopus* and axolotl Evi5 proteins are highly conserved to both human and mouse EVI5 (Supplementary Figure S1). By whole-mount *in situ* hybridization (WISH), we examined the expression of *evi5* transcripts during *Xenopus* limb bud development. *evi5* was highly expressed in NF stage 52 limb bud (Figure 1A). This expression pattern is consistent with the observed high level of *Evi5* mRNA in the developing mouse limb (E10.5, http://www.informatics.jax.org/image/MGI:3501258) (Gray et al., 2004), suggesting that Evi5 has a role in the development of *Xenopus* limbs.

**FIGURE 1:**
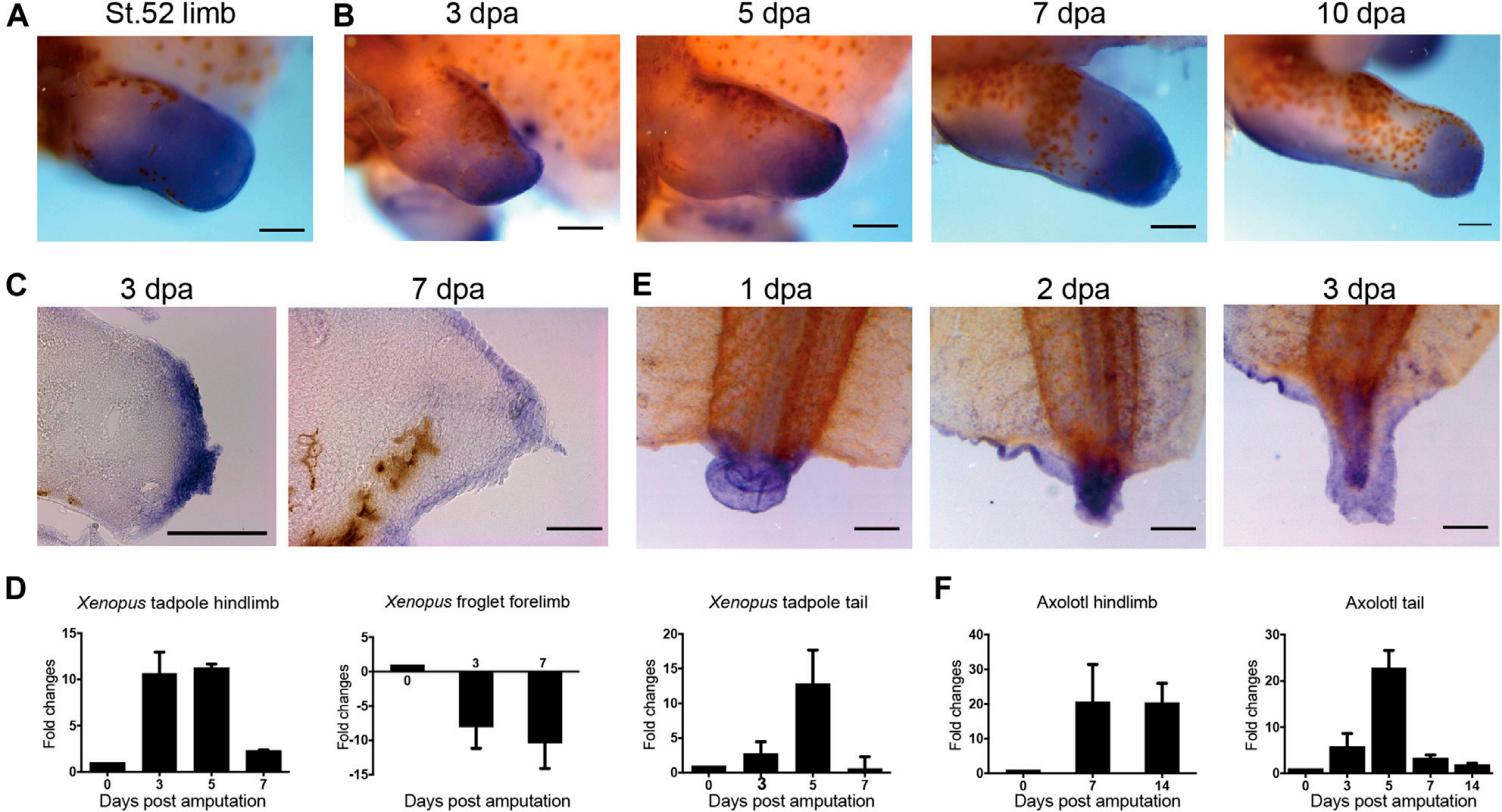
Expression of *evi5* during limb and tail regeneration in *Xenopus* and axolotl. **(A)** Detection of *evi5* mRNA in NF stage 52 tadpole hindlimb by whole mount *in situ* hybridization (WISH). **(B)** Detection of *evi5* mRNA in stage 52 tadpole hindlimb at 3,5,7 and 10 days post amputation (dpa). **(C)** Sagittal section of 3 and 7 dpa WISH specimens showing *evi5* expression in wound epithelium and blastema region of regenerating *Xenopus* tadpole hindlimb. **(D)** RT-PCR analysis of *evi5* in the NF stage 52 tadpole limb, froglet forelimb and tadpole tail. **(E)** WISH analysis of *evi5* mRNA expression during *Xenopus* tadpole tail regeneration. **(F)** RT-PCR analysis of *Evi5* in the regenerating axolotl limb and tail. Scale bars represent 500 μm in **(A–B,E)** and 3 dpa specimen in **(C)**, 50 μm in 7 dpa specimen shown in **(C)**. Data shown in **(D,F)** are mean with standard derivations, from 3 independent experiments, all with significant differences (*p* <0.05) analyzed with one-way ANOVA test.

To examine the expression of *evi5* during *Xenopus* tadpole limb regeneration, we performed hindlimb amputation of NF stage 52–53 tadpoles, and detected *evi5* expression by WISH and RT-PCR at 3, 5, 7, and 10 days post-amputation (dpa). The results showed that *evi5* is highly upregulated during tadpole limb regeneration (Figure 1B). Paraffin sections collected from WISH specimens showed strong expression of *evi5* mRNA in the wound epithelium and the blastemal mesenchyme in the regenerating limb (Figure 1C). RT-PCR results confirmed that *evi5* mRNA level was most elevated in 3-5 dpa samples, corresponding to a time frame of blastema formation (Figure 1D). However, *evi5* mRNA levels did not increase, but decreased after amputation of the regeneration-deficient froglet forelimb (Figure 1D), in agreement with reported lack of expression of Evi5 protein in the fibroblastema of *Xenopus* froglet (Rao et al., 2014).

### Knockdown of Evi5 impairs *Xenopus* tadpole limb development and inhibits limb blastema formation

We designed a translation-blocking morpholino oligo (Mo) that recognizes both *Xenopus laevis evi5.L* and *evi5.S* for Evi5 protein knockdown experiments (Figure 2A). The Mo was modified with 3’-lissamine as a red-emitting fluorescent tag for easy visualization and tracing. We verified the efficacy of this Mo through electroporation into NF stage 52/53 tadpole limbs followed by Western blotting analysis, with an anti-Evi5 antibody (abcam 70790). The Western blotting result showed that *evi5* Mo could successfully decrease Evi5 protein levels in *Xenopus* tadpole limbs*.* The *evi5* Mo also targeted axolotl *Evi5* mRNA with one base mismatch, and could moderately decrease EVI5 protein in the axolotl limb (Figure 2B), probably due to less efficient delivery of Mo into the axolotl limb once all the digits have formed. We thus concluded that the *evi5* Mo could be used for Evi5 knockdown in *Xenopus* tadpole limbs.

**FIGURE 2:**
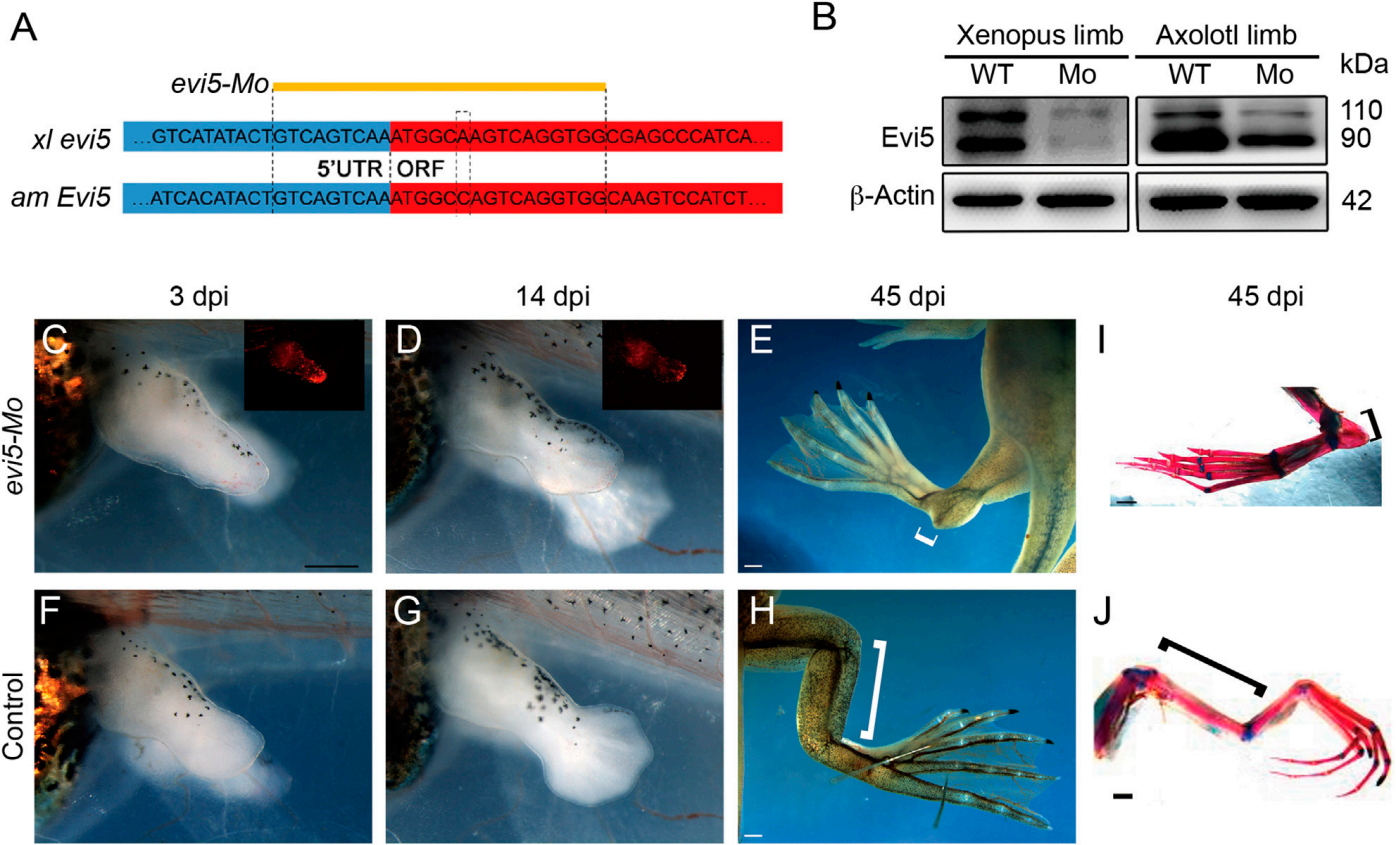
Effect of *evi5* Mo on limb development of *Xenopus*. **(A)** Design of *evi5* Mo against *Xenopus evi5* (*xl evi5*) and axolotl *Evi5* (*am Evi5*). Open reading frame indicated in red, targeted region of *evi5* Mo shown in yellow. **(B)** Detection of Evi5 protein by Western blotting, in *Xenopus* and axolotl limb stump after injection and electroporation of *evi5* Mo. Anti-Evi5 (ab 70790) was used for Evi5 protein. β-Actin used as loading control. **(C–H)** Knockdown of Evi5 expression during limb development. The Mo-injected limbs **(C–E)** showed significant developmental delay compared with the control group **(F–H)**, and developmental abnormalities were observed at late developmental stages (white brackets indicate the length of the zeugopods). **(I,J)** Skeletal staining of hindlimbs at late developmental stages, with red indicating bone tissue and blue indicating cartilage tissue. Black brackets indicate zeugopods. Scale bars represent 500 μm in **(C,D,F,G)** and 1 mm in **(E,H)** and **(I,J)**.

We tested the specificity of the *evi5*-Mo in *Xenopus* embryos by co-injection of *evi5* mRNA and Mo. Injection of 20 ng of *evi5* Mo into one of the animal blastomeres of 4-8 cell stage embryos caused eye defects and a severely bent body axis at the late tailbud stage. The eye on the injected side was smaller and even absent (Supplementary Figures S2A–D,F,G), and the body axis was bending toward the injected side (Supplementary Figure S2E). However, co-injection of *evi5* mRNA together with *evi5* Mo could rescue the developmental abnormalities, thus demonstrating the specificity of *evi5* Mo (Supplementary Figures S2H,I).

We then injected and electroporated *evi5* Mo into one side of the hindlimb of stage 52–53 tadpoles, with control Mo or *GFP* DNA plasmid injected into the other side as controls (Supplementary Figure S3). We first followed the tadpole limb development, as *evi5* is also highly expressed in the developing *Xenopus* and mouse limb (Figure 1A and http://www.informatics.jax.org/image/MGI:3501258). We found significant retardation in the development of *evi5* Mo-injected tadpole limbs. At 14 days post injection (dpi), while the control limb had developed beyond NF stage 54, the Mo-injected limb still resembled an NF 52/53 limb (Figures 2C,D versus Figures 2F,G). At 45 dpi, the injected limbs of the post-metamorphic froglets were smaller and malformed, with shortened zeugopod segment (Figures 2E,I). Skeleton preparation revealed that the injected limb had a malformed tibia/fibula, although the overall patterning of the autopod was not affected (Figures 2I,J).

Then, we examined the effect of knocking down Evi5 on *Xenopus* tadpole limb regeneration. As shown in Figure 3A, wound healing appeared normal after Evi5 knockdown by Mo; however, in *evi5* Mo-injected limbs the blastema formation was inhibited, and only a shrinking tip with a thin epithelium layer was formed at 3 dpa (as indicated with a black *, Figures 3B,C). HE staining of the limb stump sections showed that the wound epithelium in the *evi5* Mo-injected limb (Figure 3J) was not thickened like the wound epithelium in the *GFP* DNA injected limb, which also had a visible accumulation of blastema cells underneath the wound epithelium (Figure 3D–F,K). By 7 dpa, the GFP-injected limb had re-dedifferentiated digit-forming regions (Figure 3F), while the *evi5* Mo-injected limb formed a short epithelium-like tip (Figure 3C). This indicated that *evi5* Mo attenuated blastema formation. As a result, none of the *evi5* Mo-injected limb could fully regenerate, as indicated by the fewer digits formed in *evi5* Mo-injected limbs at 1 mpa (month after amputation), forming 0 to 2 digits in comparison of 3-4 digits in controls (Supplementary Figure S4). To confirm that the effect of *evi5* Mo on limb regeneration is specific, we co-injected *evi5* mRNA together with *evi5* Mo. The results showed that *evi5* mRNA could rescue about half of the injected limb to full regeneration (Figure 3L, Table 1).

**FIGURE 3:**
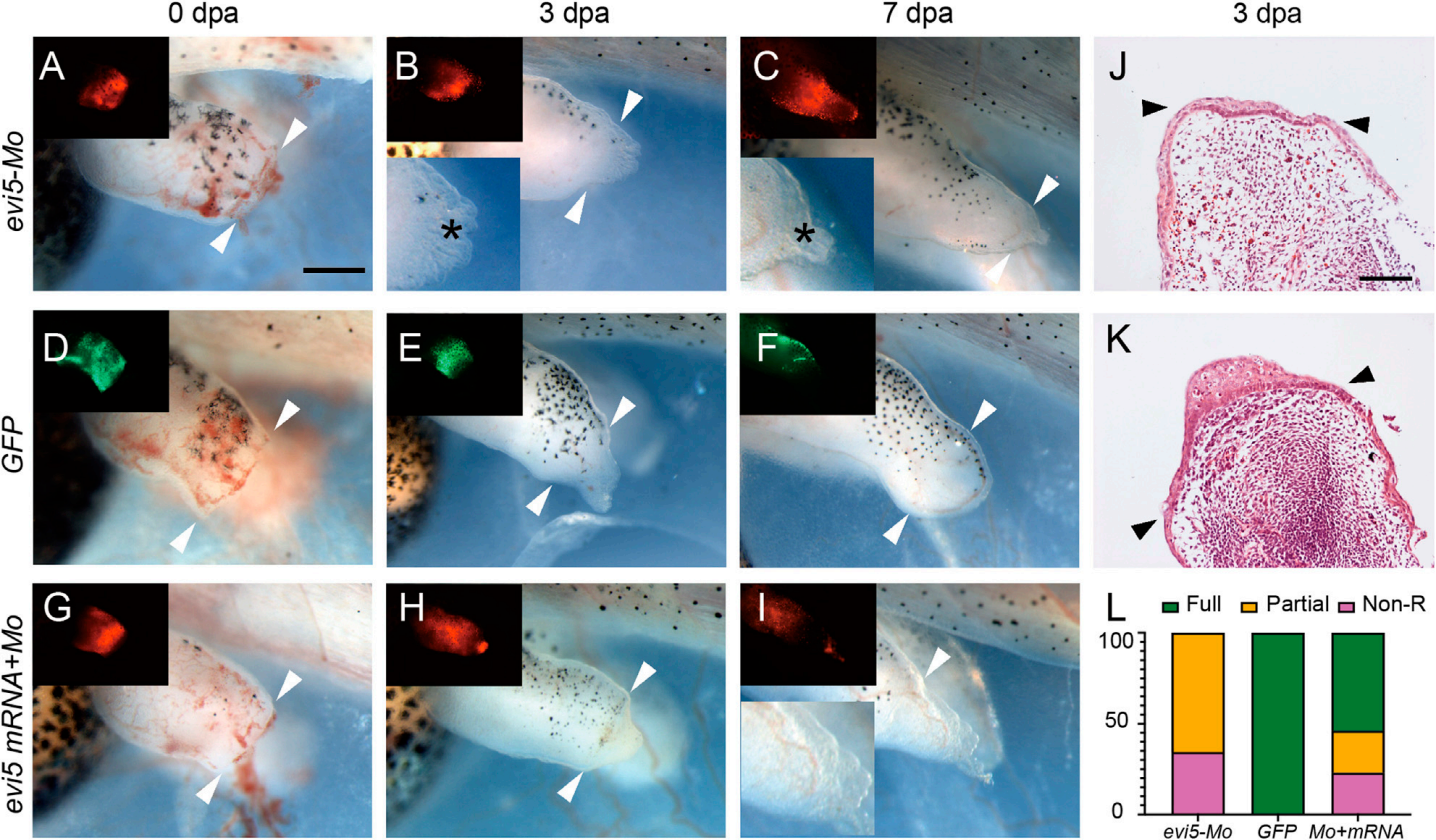
*Xenopus* tadpole limb regeneration after Evi5 knockdown. **(A–I)** Stage 52–53 tadpole hindlimbs at 0, 3 and 7 dpa, after injection/electroporation of *evi5* Mo **(A–C)**, *GFP* DNA **(D–F)**, or *evi5* mRNA + *evi5* Mo **(G–I)**. Fluorescent images (insets) indicate site of injected materials. Bright field insets show enlarged views of the limb stump. Black * indicates the epithelium layer formed in *evi5* Mo-injected tadpole limbs. White arrowheads indicate amputation levels. Scale bar: 0.5 mm. **(J**,**K)** HE staining of the *evi5* Mo and GFP-injected 3 dpa limb regenerates, showing that blastema formation was defective in *evi5* Mo-injected tadpole limb. Scale bar represents 0.2 mm. **(L)** Stacking graph of non-regenerative, partial regenerative and full regenerative tadpole limbs.

**TABLE 1:** Summary of limb and tail regeneration after *evi5* Mo and mRNA injection in *Xenopus* tadpoles.

		Regeneration			N	χ^2^	*p*-value
		None	Partial	Full			
Tadpole limb	Mo	12	23	0	35	70.000	<0.001
	Control	0	0	35	35		
	Mo + mRNA	3	3	7	13		
Tadpole tail	Mo	9	4	4	17	19.319	<0.001
	Control	0	0	15	15		

Table notes: Regeneration of the limb and tail were determined by morphology of the regenerates described in material and method section. Chi-square test was used for significance analysis for Mo vs. Control.

Taken together, these observations demonstrated that Evi5 is required for *Xenopus* tadpole limb development and regeneration.

### Knockdown of Evi5 inhibits proliferation of *Xenopus* blastema cells

The above observations showed that blastema formation is defective in the Evi5 knockdown tadpole limbs. This could be caused by the non-proliferation or death of progenitor cells in the limb stump. To address the effect of Evi5 knockdown on the proliferation of blastema cells, we performed PCNA immunofluorescence staining on the regenerating NF stage 52 tadpole limbs injected with *evi5* Mo. A large number of proliferating cells accumulated in the regenerating blastema during normal regeneration, but there was a lack of accumulation of proliferating cells after Evi5 knockdown (Figure 4A). Quantitative analysis revealed that the percentage of PCNA-positive nuclei in the Mo-injected group was significantly lower than that in the control group (Figure 4B). Evi5 was shown to regulate mitosis, and loss of function of Evi5 may lead to a mitotic catastrophe (Eldridge et al., 2006). We examined cellular apoptosis using immunofluorescence staining of active Caspase3 (aCaspase3). The results demonstrated that the proportion of aCaspase-positive cells after *evi5* Mo injection was significantly increased compared to the control, indicating that *evi5* Mo treatment induced cell apoptosis (Figures 4C,D).

**FIGURE 4:**
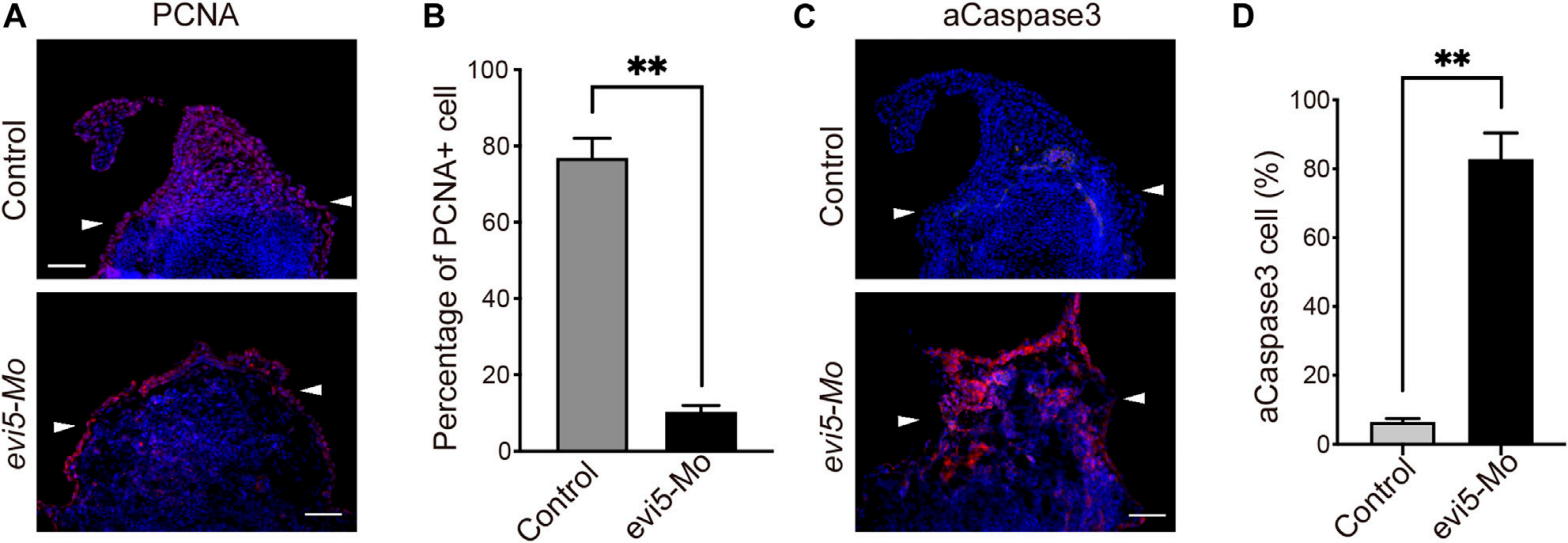
Proliferation and apoptosis of *Xenopus* tadpole limb blastema after Evi5 knockdown. **(A)** Immunofluorescence staining of PCNA (red) in *evi5* Mo-injected NF stage 52 tadpole hind limbs at 3 dpa. Nuclei were counterstained with DAPI, shown in blue. **(B)** Quantitative analysis of PCNA-positive cells in the limb stump mesenchyme, distal to the level marked by white arrowheads. ** indicates significant difference, *p* <0.01, *n* = 3, t-test. **(C)** Immunofluorescence staining of active Caspase3 (aCaspase3, shown in red) in *evi5* Mo-injected NF stage 52 tadpole hind limbs at 3 dpa. **(D)** Quantitative analysis of aCaspase3-positive cells in the limb stump distal to the level marked by white arrowheads. ** indicates significant difference, *p* <0.01, *n* = 3, t-test. Scale bars represent 100 μm.

The above *in vivo* experiment was performed on limb cells receiving Mo before a blastema was formed. To address whether Evi5 knockdown inhibits cell proliferation after the limb blastema cells have formed, we isolated blastema cells from the *Xenopus* tadpole limb regenerates and performed *in vitro* EdU incorporation analysis. This also confirmed that *evi5* Mo inhibited cell proliferation. As shown in Supplementary Figure S5A and Supplementary Figure S5B, about 45% of the control cells were EdU-positive, while almost none of the *evi5* Mo-transfected cells were EdU-positive, indicating that the down-regulation of Evi5 significantly inhibit proliferation of blastema cells.

### Evi5 is also required for tail regeneration

To address whether Evi5 is required generally for appendage regeneration, we used the tadpole tail as a regeneration model (Slack et al., 2008). Young *Xenopus* tadpoles can fully regenerate the tail, including the spinal cord, muscle, and pigment cells (Chen et al., 2006; Lin et al., 2007). We first detected *evi5* mRNA expression by RT-PCR and found that expression of *evi5* mRNA was upregulated after tail amputation, and reached a peak at 5 dpa (Figures 1D,E). Next, we injected and electroporated *evi5* Mo into the NF stage 48–49 *Xenopus* tadpole tails. The tails were amputated by a surgical blade 1 day after injection through the injection site, and the regeneration was observed at 3 and 7 dpa. The control tails had almost fully regenerated by 7 dpa (Figures 5A,B). At 3 dpa, most of the *evi5* Mo-injected tadpole tails showed defective regeneration, with smaller, and apparently less pigmented, blastema region (* in Figure 5C). We noted that about half of the *evi5* Mo-injected tadpole tails failed to regenerate, and half regained tail growth (Figure 5D; Table 1). This was probably related to the low efficiency of morpholino delivery into the tadpole tail region. Unlike the tadpole limb that could withhold the injected morpholino solution in its mesenchyme in a shape like a pocket (Supplementary Figure S3), it was harder for the tadpole tail to retain injected solution (as manifested by the inset in Figure 5C’). Nevertheless, the results showed that Evi5 protein is also required for *Xenopus* tail regeneration. And as in the case of tadpole limb amputation, co-injection of Mo and *evi5* mRNA also rescued the regeneration defect of the tadpole tail (Figures 5E–F, Table 1).

**FIGURE 5:**
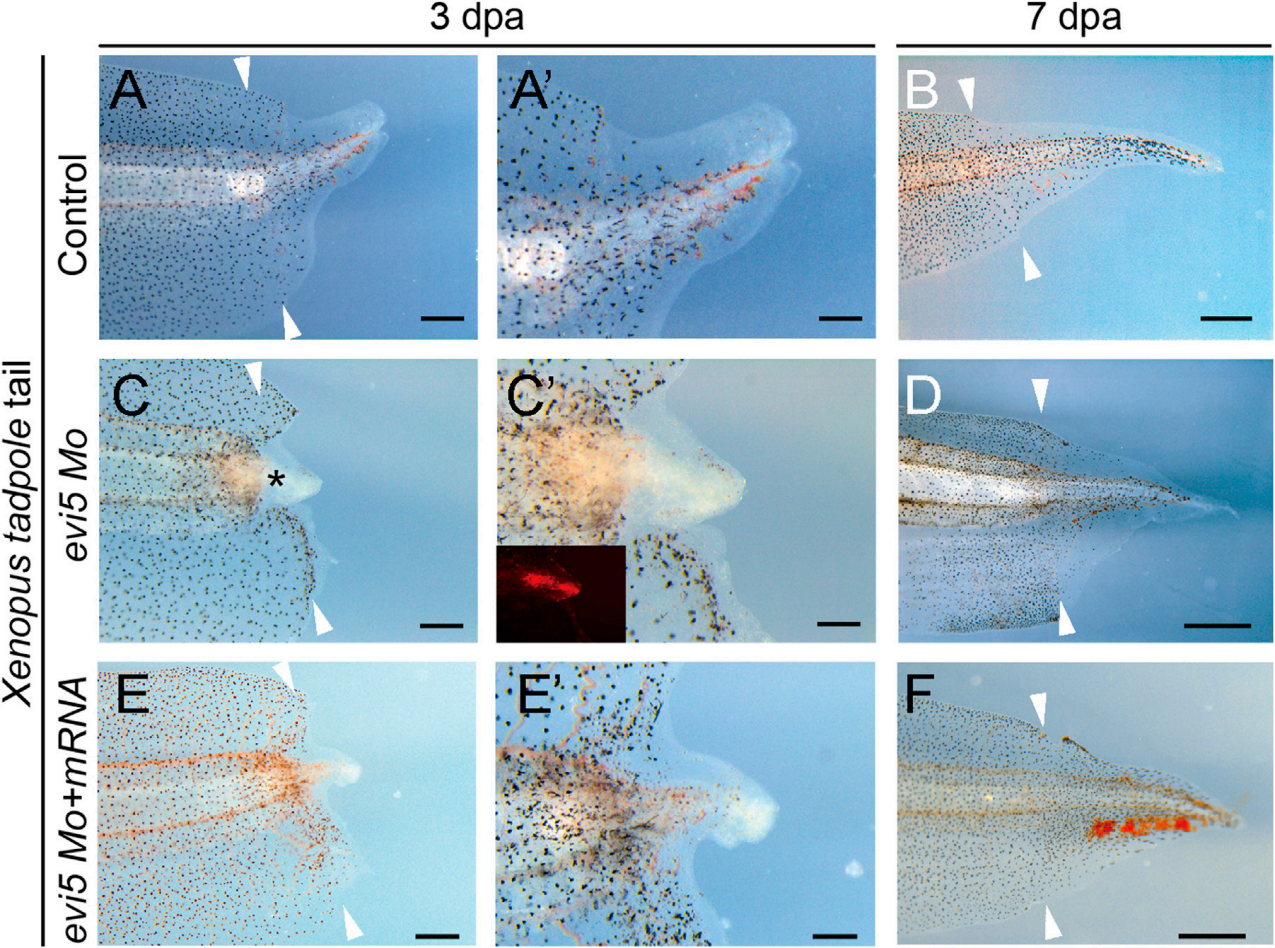
Tail regeneration in *Xenopus* tadpoles after *evi5* Mo injection. **(A–B)** Regenerating tadpole tail at 3 and 7 dpa in a control tadpole. **(C–D)** Regeneration of the Mo-injected tail was delayed compared to controls. * marks the tail blastema region lacking pigment cells. **(E–F)** Co-injection of *evi5* Mo and *evi5* mRNA partially rescued the inhibitory effect of *evi5* Mo on tail regeneration. **(A**’,**C**’,**E**’**)** High magnification images of tadpole tails at 3 dpa. Fluorescence signal in inset **(C’)** indicates the delivery of Mo. Scale bars represent 500 μm in **(A,C,E)**, 200 μm in **(A**’,**C**’,**E**’**)**, and 1 mm in **(B,D,F)**.

A similar expression pattern of *Evi*5 mRNA was found in axolotl tail regenerates. *Evi5* expression peaked at 5 dpa and returned to the control level at 14 dpa (Figure 1F). After electroporation of the *evi5* Mo into the axolotl tail, we observed that tail regeneration was inhibited (Supplementary Figure S6). This indicated that *evi5* transcription is required for both *Xenopus* and axolotl tail regeneration.

### RNA-seq analysis of *evi5* Mo-injected regenerating tadpole limbs

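RNA was sequenced from limb stumps in 2 groups, 3 samples injected and electroporated with control Mo and 3 with *evi5* Mo, a morpholino against *evi5* mRNA. In the paper's limb experiments the control was injected into the opposite hindlimb. Whether the control samples sequenced here came from the same tadpoles is not stated. The paper places the samples at 3 dpa of NF stage 52 to 53, while the sample labels give stage 53 and 3 days post injection, with 10 limb buds pooled in each sample. The values come from 1 table in which the authors compared the groups, with 45099 genes and 1 FPKM value (fragments per kilobase of transcript, relative to all mapped fragments) per gene and group. The table joins the 3 samples of a group into that value, so its values have no SD, no sample could be left out, and the number of reads behind them is unknown. The authors' deposited table also holds the p and q of the authors' own test of *evi5* Mo against control Mo for each gene.
The paper's methods describe reads cleaned with fastp, mapped with HISAT2 to XENLA_10.1, counted with htseq-count and compared with edgeR. The columns of the table have the names that the program Cuffdiff gives, and its gene identifiers and loci belong to a build that the table does not name. Loci are given here as in the table, with the first base counted from 1. Genes were named from the protein names in the table and from RefSeq protein accessions matched to the Xenopus_laevis_v10.1 annotation, and a copy is written .L or .S after its chromosome or its RefSeq symbol.
FPKM was above 0 in both groups for 30951 genes, in control Mo only for 2598 and in *evi5* Mo only for 1221, and 10329 genes were at 0 in both. The FPKM values summed to 633989 in control Mo and 824339 in *evi5* Mo, which is 1.30 times as much. The 20 genes with the highest values held 8.91% of the sum in control Mo and 14.1% in *evi5* Mo. The median FPKM of the 34770 genes above 0 in at least 1 group was 2.95 and 2.73. Changes are given as the log2 ratio of FPKM + 1, *evi5* Mo over control Mo. A gene named EVI5-like protein (Xelaev18018933m.g, FPKM 0.701 in control Mo and 0.363 in *evi5* Mo) lies on chromosome 3L, where the annotation places the paralog *evi5l.L* and not *evi5*, and it was not taken for *evi5*. No gene of the table was matched to *evi5*, so the RNA of the morpholino's target was not analysed here.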

To gain insight into the mechanism of Evi5 in limb regeneration, we collected 3 dpa limb regenerates from control and *evi5* Mo-injected NF stage 52–53 tadpoles for RNA-seq analysis. 

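In the authors' deposited table, 23360 genes have a p below 1 and 5105 of them have q of 0.05 or less. A q of 0.05 or less in the authors' deposited table came together with an FPKM ratio of at least 2 in either direction for 1410 genes. By FPKM alone, without a test, 756 of the 22111 genes with a mean FPKM of at least 1 were at least 2 times as high in *evi5* Mo and 894 at least 2 times as high in control Mo. The choice that moved the count most was chosen after the data were examined: with an unadjusted p of 0.05 or less and no fold change limit, the authors' deposited table gives 7812 genes.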

We found that Evi5 knockdown altered the expression of 3,630 genes (FDR ≤0.05 and FC ≥ 2). There were 2,288 genes upregulated and 1,342 genes downregulated (Figure 6A). 

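Of the genes past both limits in the authors' deposited table, 603 were higher and 807 lower in *evi5* Mo, and 25 of the former and 31 of the latter were listed at 0 in the other group. Among genes with a mean FPKM of at least 1, these numbers in the authors' deposited table were 536 higher and 661 lower. The split depended on the fold change limit and on the scaling. With no such limit, the authors' deposited table gives 2970 genes higher and 2135 lower. At the q of the authors' deposited table and a ratio of 2, the split was 269 higher and 1640 lower with the FPKM columns scaled to equal totals, 414 and 1061 with the median log2 ratio set to 0, and 339 and 340 with a pseudocount of 1, all chosen after the data were examined. The FPKM itself was above that of the other group in *evi5* Mo for 12238 genes and in control Mo for 9873 of the 22111 genes with a mean FPKM of at least 1.
*Xenopus laevis* carries most genes as an L and an S copy, which the authors' processing could have confused where their sequences are alike. Among 1694 pairs of copies with the same protein name and a mean FPKM of at least 1 each, 73.8% changed in the same direction. In 114 pairs at least 1 copy passed both limits in the authors' deposited table, and in 101 of these both copies changed in the same direction. Both copies passed in 26 pairs, all 26 of them in the same direction. Confused copies would also change in the same direction, so these counts cannot show whether the copies were told apart. The agreement of unrelated genes was not computed for comparison.
Among the 249 genes past both limits in the authors' deposited table with a mean FPKM of at least 5, values above 0 in both groups and a protein name that is not provisional, the 5 largest rises by the FPKM ratio were all hemoglobin subunits. Their log2 ratios of FPKM + 1 were 4.34 and 3.29 for a pair of beta-2-like genes, 4.00 for epsilon 1, 3.49 for alpha-4 and 3.36 for alpha-5. FPKM of alpha-5, the most abundant of them in both groups, was 686 in control Mo and 7066 in *evi5* Mo. Hemoglobin copies are near-identical, so the authors' mapping could have split reads between them. The 5 largest falls were a matrix Gla protein-like gene (FPKM 17.7 in control Mo and 0.808 in *evi5* Mo), *kdm6b.S*, the NmrA-like family domain-containing protein 1 gene (97.7 and 17.5), the SPARC related modular calcium binding 1 gene (12.2 and 2.24) and a SCO-spondin-like gene (223 and 43.5).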

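Both copies of *gdf5* and of *pdgfra*, the PDGF receptor gene named in Figure 6A, had lower FPKM in *evi5* Mo. *gdf5.L* (Xelaev18043245m.g, chromosome 9_10L, 3929409 to 3932870) had an FPKM of 2.86 in control Mo and 0.294 in *evi5* Mo, a log2 ratio of -1.58, with q = 0.00141 in the authors' deposited table. *gdf5.S* (Xelaev18046007m.g, chromosome 9_10S, 3619198 to 3622377) had 2.24 and 0.199, a log2 ratio of -1.43, with q = 0.0203 in the authors' deposited table. These values lie close to the pseudocount, and without it the log2 fold changes in the authors' deposited table are -3.29 and -3.49. *pdgfra.L* (Xelaev18005286m.g, chromosome 1L, 32525292 to 32551086) had an FPKM of 73.4 in control Mo and 28.9 in *evi5* Mo, a log2 ratio of -1.32. *pdgfra.S* (Xelaev18009061m.g, chromosome 1S, 29047126 to 29072579) had 55.2 and 17.6, a log2 ratio of -1.59. Both *pdgfra* copies have, in the authors' deposited table, q = 0.000789, the value shared by the 1481 genes at its smallest p of 5e-05.
With both copies summed, FPKM was 5.10 in control Mo and 0.493 in *evi5* Mo for *gdf5*, and 129 and 46.5 for *pdgfra*. Ordered by FPKM ratio, *gdf5.S* and *gdf5.L* took places 7 and 11 and *pdgfra.S* and *pdgfra.L* places 200 and 381 among the 776 genes lower past both limits in the authors' deposited table and above 0 in both groups. By the log2 ratio of FPKM + 1, *gdf5.S* and *gdf5.L* took places 78 and 55 and *pdgfra.S* and *pdgfra.L* places 52 and 115. The order of *gdf5* and *pdgfra* thus depended on the pseudocount. No gene of the table was matched to *lepr*, which was not analysed here.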

Examining the fold changes of individual genes, we found that the most downregulated genes after Evi5 knockdown include leptin receptor (*lepr*), growth and differentiation factor 5 (*gdf5*), and platelet-derived growth factor receptor (*pdgfr*) (Figure 6A). These factors have been shown to be important for tissue regeneration. For example, leptin signals play critical roles in driving regeneration in zebrafish, *Xenopus* and mouse organ regeneration (Love et al., 2011; Kang et al., 2016). In axolotl limb regeneration, platelet-derived growth factor signals induce fibroblast migration into the blastema (Currie et al., 2016), and *Pdgfr* is a marker for fibroblasts in limb and digit regeneration blastema (Johnston et al., 2016; Carr et al., 2019; Johnson et al., 2020).

**FIGURE 6:**
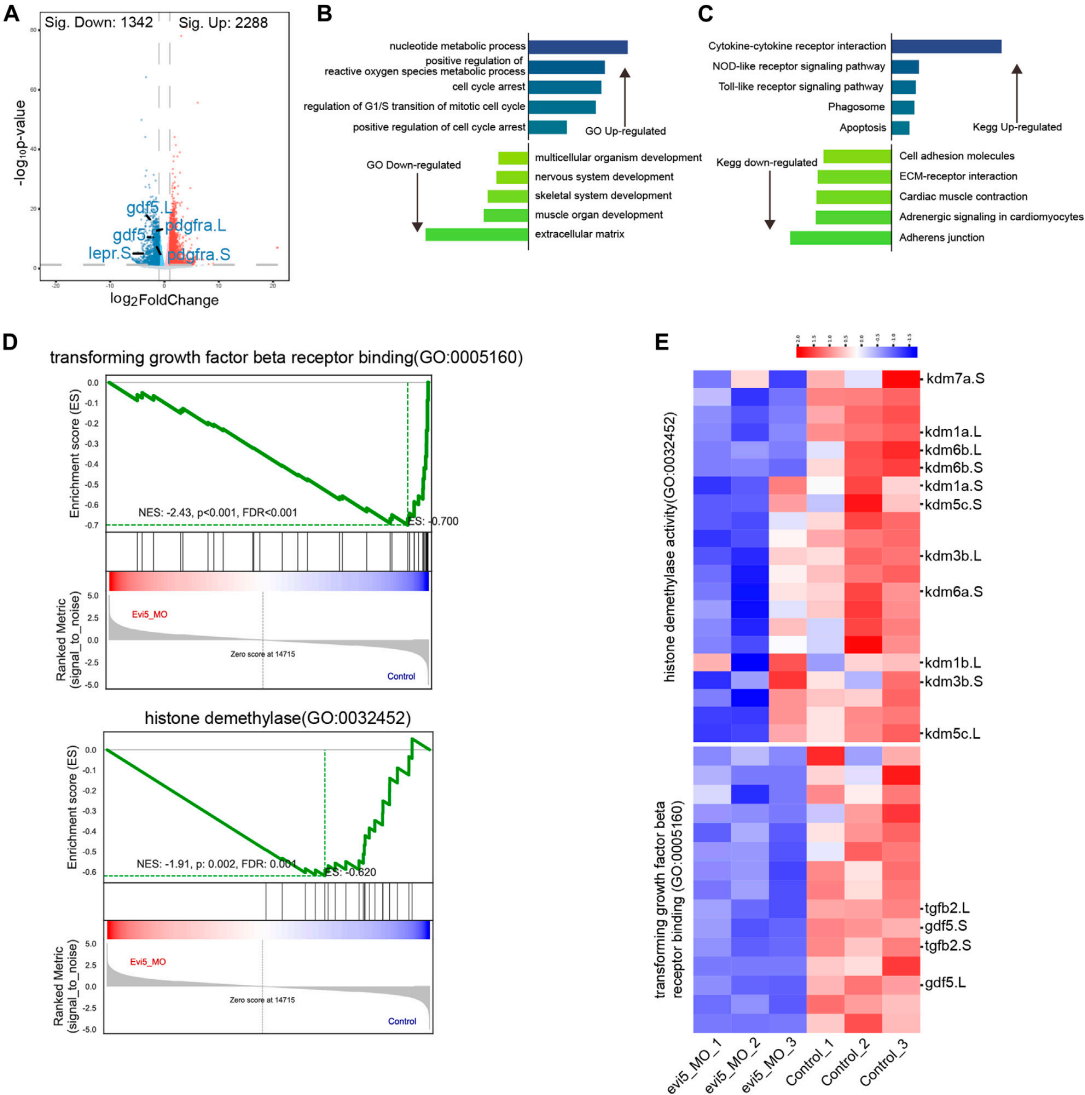
RNA-seq analysis of *evi5* Mo-injected *Xenopus* tadpole limbs at 3 dpa. **(A)** Volcano plot showing differential genes after Evi5 knockdown, with significant down-regulation markers in blue, significant up-regulation markers in red, and no significant difference markers in gray **(B)** GO enrichment analysis of the biological processes enriched by up- and down-regulated genes, histogram representation - Log10 (*p* value). **(C)** KEGG pathway enrichment analysis of pathways enriched by up- and down-regulated genes, histogram representation - Log10 (*p* value). **(D)** Gene set enrichment analysis (GSEA) of genes enrichment in histone demethylase activity and transforming growth factor beta receptor binding gene ontology. **(E)** Heatmap analysis of gene set for GSEA.

GO and KEGG enrichment analysis showed that regulation of reactive oxygen species, cell cycle arrest, mitotic cell cycle regulation, and apoptosis were signification upregulated, while extracellular matrix, cell adhesion, and skeletal and muscle system development were downregulated (Figures 6B,C). 

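GO and KEGG terms were not analysed here. In their place, 12 lists of marker genes, written before the data were examined and sharing no gene, were compared with 10000 random lists of the same size and the same mean FPKM. The percentile is the share of random lists with a lower median, a description of these 2 groups of pooled samples and not a test. The random lists draw each copy on its own, although L and S copies of a gene tended to change alike. Percentiles of lists that hold both copies can therefore be too extreme. The proliferation list (18 of its 22 genes found, 23 copies above 0) had a median log2 ratio of 0.77 against 0.20 in the random lists, above every random list, with 21 copies higher in *evi5* Mo and 2 lower. The cell cycle arrest list had a median of -0.03 at percentile 9.26, with 9 copies higher and 10 lower. The apoptosis list, of which 7 of 15 genes were found, had a median of 0.15 at percentile 72.1.
The cartilage list had a median log2 ratio of -0.98 and the list of fibroblast and matrix genes -0.48, each below every random list. Of their copies, 13 of 14 and 16 of 17 were lower in *evi5* Mo. The skeletal muscle list had a median of 0.06 at percentile 82.4, with 10 copies higher and 8 lower. Its percentile moved to 25.9 when copies with a mean FPKM under 1 were left out, and to 99.5 with a pseudocount of 0.1, both chosen after the data were examined. The epidermis list (median -0.06, percentile 1.14) and the list of nerve and Schwann cell genes (median -0.25, percentile 0.95) lay below 97.5% of the random lists, the latter at percentile 6.74 with a pseudocount of 0.1. The limb mesenchyme list (median 0.13, percentile 34.8), the leukocyte list (0.04, 74.7) and the melanocyte list (-0.14, 14.1) lay within the middle 95%, and the erythrocyte list, at 2.12, above every random list. The paper sets its enriched terms beside a requirement for Evi5 in preventing premature entry into mitosis and, citing earlier work, proposes that loss of Evi5 may lead to mitotic catastrophe and failure of limb regeneration.

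**Figure D1:**
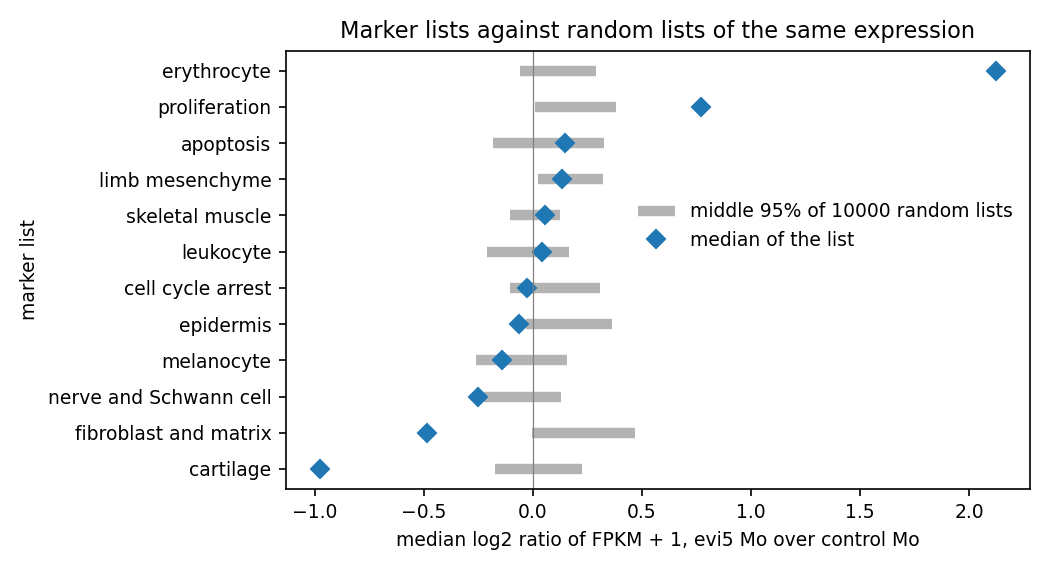
Median log2 ratio of FPKM + 1, *evi5* Mo over control Mo, of each of the 12 marker lists (diamonds), with the middle 95% of the medians of 10000 random lists of the same mean FPKM (grey bars). The erythrocyte and proliferation lists lie above their bars, the cartilage list and the list of fibroblast and matrix genes far below theirs, and the epidermis list (-0.06) and the list of nerve and Schwann cell genes (-0.25) just below theirs.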

The result is consistent to a requirement for Evi5 in preventing cells from the premature entry of mitosis, and loss of function of Evi5 may lead to mitotic catastrophe (i.e., a form of cell death due to aberrant mitosis) (Eldridge et al., 2006) resulting in failure of limb regeneration. This was also in agreement with our examination of the proliferation and cell death in the limb blastema region (Figure 4).

By gene set enrichment analysis (GSEA) (Subramanian et al., 2005), the transforming growth factor beta receptor binding gene ontology significantly downregulated (Figure 6D). 

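The members that Figure 6E names for this gene set are *tgfb2* and *gdf5*, and the other members were not analysed here. All 4 copies of these 2 genes had lower FPKM in *evi5* Mo, with a median log2 ratio of -1.43 that lay below all 10000 random lists matched on mean FPKM (median of these -0.05). The genes were named by the study from the same samples, so this place among random lists is not independent evidence. The 4 copies are also not independent, since they belong to 2 genes. The median lay below every random list also with a pseudocount of 0.1 and with the FPKM columns scaled to equal totals, both chosen after the data were examined. With the L and S copies of each gene summed, also chosen afterwards, it lay at percentile 0.03.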

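*tgfb2.L* (Xelaev18026237m.g, chromosome 5L, 13914919 to 13996752) had an FPKM of 11.6 in control Mo and 3.69 in *evi5* Mo, a log2 ratio of -1.42. *tgfb2.S* (Xelaev18028671m.g, chromosome 5S, 14733328 to 14810643) had 8.55 and 3.08, a log2 ratio of -1.23. With both copies summed, FPKM was 20.1 in control Mo and 6.78 in *evi5* Mo. Both copies have p = 5e-05 and q = 0.000789 in the authors' deposited table.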

The genes *tgfb2* and *gdf5* involved in the gene set for transforming growth factor beta receptor binding gene ontology were significantly downregulated by heatmap analysis (Figure 6E). The TGF-beta signaling pathway has been shown to be critical for the early phase of *Xenopus* appendage regeneration (Ho and Whitman, 2008; Nakamura et al., 2021), and has been extensively studied during axolotl limb regeneration, as reviewed in (Sader and Roy, 2022).

Interestingly, from our GSEA result, we observed that histone demethylase activity gene ontology was significantly downregulated (Figure 6D). 

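Of the genes that Figure 6E names for this set, 7 copies of 5 genes were found in the table (*kdm6b*, *kdm1a*, *kdm1b*, *kdm3b* and *kdm5c*), and *kdm7a* and *kdm6a* were not analysed here. Their median log2 ratio was -0.25, against 0.12 in random lists of the same mean FPKM, at percentile 1.44, with 4 copies lower and 3 higher in *evi5* Mo. As the study named these genes from the same samples, this percentile is not independent evidence. Without *kdm6b.S* the median of the other 6 copies was -0.11, at percentile 10.1, with 3 lower and 3 higher, and the median was the same without *kdm3b.L* or without *kdm3b.S* in its place. With the copies of each gene summed, the percentile was 7.88. All 18 genes of the table with the protein name of a histone demethylase had a median of -0.16, at percentile 1.34, and 12 of the 18 were lower. Without *kdm6b.S* the remaining 17 had a median of -0.14, at percentile 2.75, and 11 were lower. These other choices of members were made after the data were examined.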

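Only 1 of the 7 copies of *kdm* genes named in Figure 6E and found in the table, *kdm6b.S*, passed q of 0.05 and an FPKM ratio of 2 in the authors' deposited table. *kdm3b.S* (Xelaev18021330m.g) had an FPKM of 6.22 in control Mo and 4.33 in *evi5* Mo, a log2 ratio of -0.44, with q = 0.0208 in the authors' deposited table. *kdm3b.L* (Xelaev18017351m.g) had 16.7 and 13.1, with q = 0.107 in the authors' deposited table, and *kdm5c.S* (Xelaev18041688m.g) 14.2 and 11.7, with q = 0.277 in the same table. *kdm1a.L* (Xelaev18012573m.g) had 21.3 and 21.7, a *kdm5c* copy on Scaffold36 (Xelaev18002825m.g) 19.4 and 19.8, and *kdm1b.L* (Xelaev18031689m.g) 4.40 and 5.52. In the authors' deposited table the q of these 3 copies were 0.923, 0.932 and 0.524. Their log2 ratios of 0.03, 0.03 and 0.27 became -0.33, -0.33 and -0.04 with the FPKM columns scaled to equal totals, a scaling chosen after the data were examined that lowers the log2 ratio of every gene above 0 in *evi5* Mo.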

By heatmap analysis of the gene set of histone demethylase activity, we found that the *kdm* genes were downregulated. Among them, lysine demethylase 6b and 7a (*kdm6b*, *kdm7a*) were significantly reduced in *evi5* Mo-injected tadpole hindlimb stumps (Figure 6E). 

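*kdm6b.S* (Xelaev18000920m.g) lies on Scaffold20 from 4884844 to 4963980 and is annotated as lysine-specific demethylase 6B-like. Its FPKM was 93.0 in control Mo and 7.12 in *evi5* Mo, a log2 ratio of -3.53, and the authors' deposited table gives it a log2 fold change of -3.71 with q = 0.000789. An L copy of *kdm6b* and both copies of *kdm7a* were not analysed here.

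**Figure D2:**
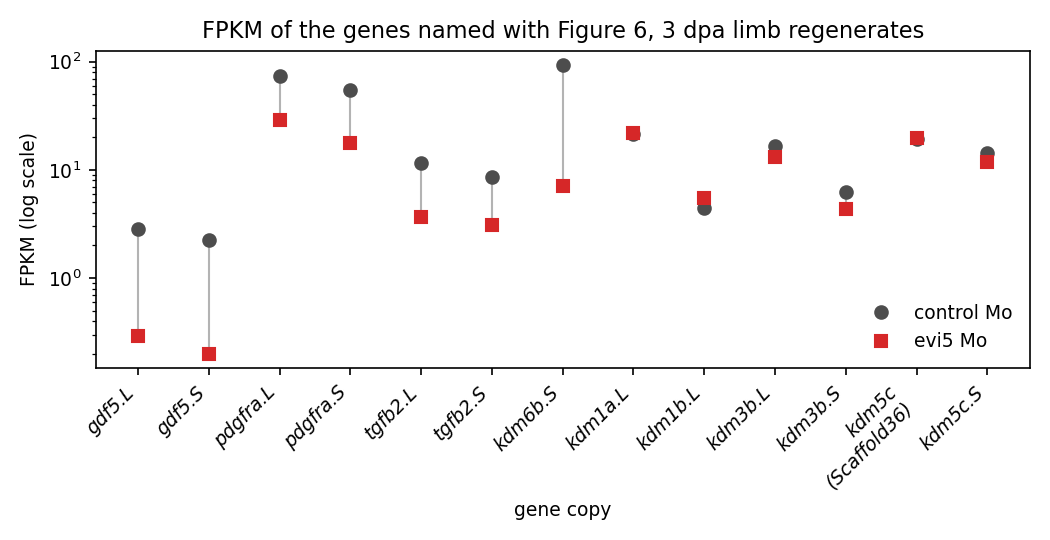
FPKM (log scale) in control Mo (circles) and *evi5* Mo (squares) of the copies of *gdf5*, *pdgfra*, *tgfb2* and the *kdm* genes found in the table, 1 pooled value per group. *kdm6b.S* falls from 93.0 to 7.12, and the largest change by ratio among the other *kdm* copies is that of *kdm3b.S*, from 6.22 to 4.33.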

Kdm6b has been shown to reactivate the expression of genes during zebrafish fin regeneration (Stewart et al., 2009). Thus, below we examined their expression during limb development and regeneration and showed that both *kdm6b* and *kdm7a* are required for *Xenopus* tadpole limb regeneration (Figure 7).

**FIGURE 7:**
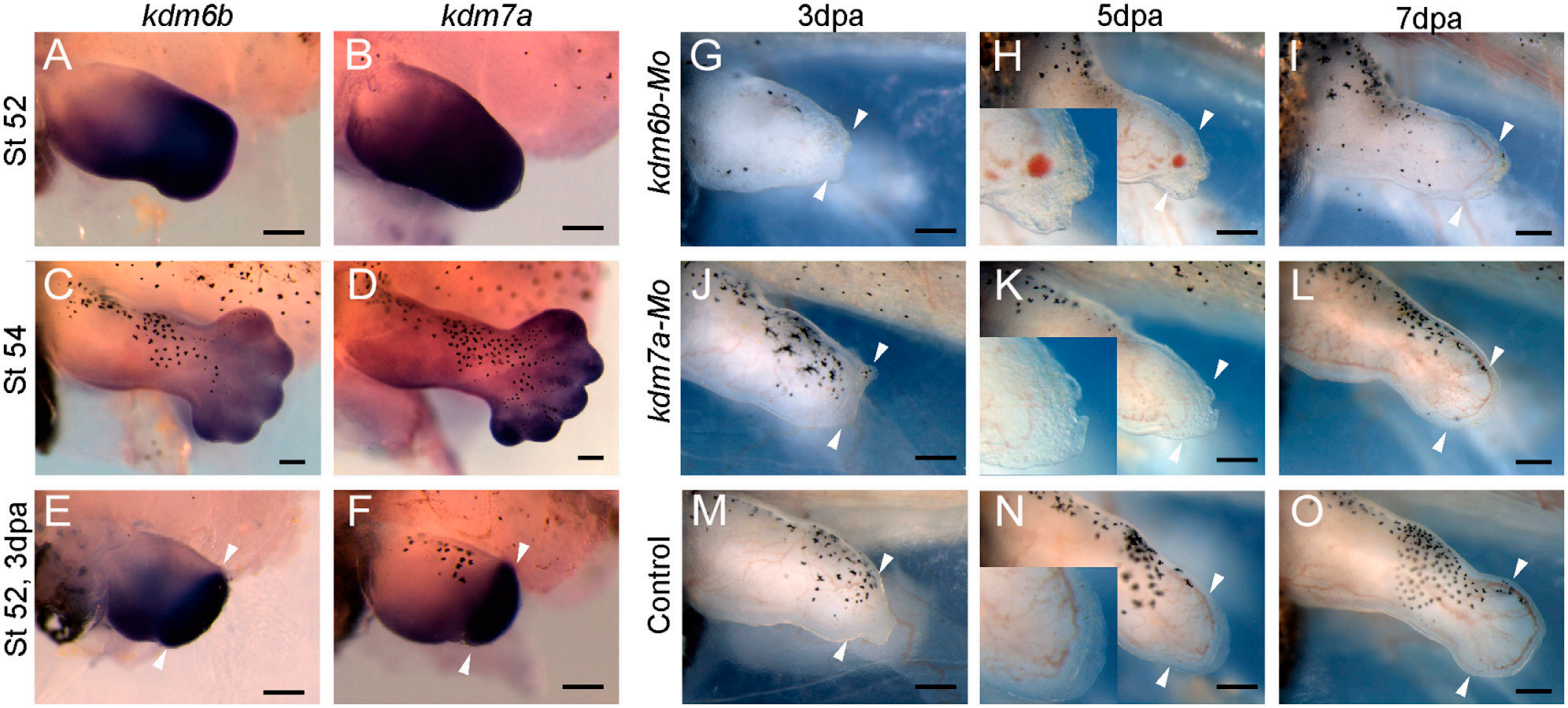
*kdm6b* and *kdm7a* in *Xenopus* tadpole hindlimb development and regeneration. **(A–F)** Expression of *kdm6b* **(A,C,E)** and *kdm7a* **(B,D,F)** in NF stage 52 **(A,B)** and stage 54 **(C,D)** *Xenopus* tadpole hindlimb, and 3 dpa limb regenerates (amputated at stage 52) **(E,F)**. **(G–O)** Representative images of tadpole hindlimbs at 3 dpa **(G,J,M)**, 5 dpa **(H,K,N)**, 7 dpa **(I,L,O)** after injection/electroporation of *kdm6b* Mo **(G–I)**, *kdm7a* Mo **(J–L)** or control Mo **(M–O)**. Images of tadpole limbs shown with dorsal up, anterior to the left. Scale bars represent 0.2 mm.

### Histone demethylase *kdm6b* and *kdm7a* as Evi5 targets in tadpole limb regeneration

The RNA-seq analysis identified that histone demethylase *kdm6b* and *kdm7a* were two genes significantly downregulated by Evi5 knockdown in the tadpole limbs (Figure 6E). By *in situ* hybridization, we confirmed that both *kdm6b* and *kdm7a* were highly expressed in NF stage 52–54 tadpole hindlimbs (Figures 7A–D). After limb amputation, *kdm6b* and *kdm7a* were strongly upregulated in the limb regenerates, especially in the blastema region (Figures 7E,F), suggesting that they regulate blastema formation in limb regeneration. We designed morpholinos against *kdm6b* or *kdm7a* and examined the effect of knocking down Kdm6b and Kdm7a on tadpole limb regeneration. As expected, knockdown of either *kdm6b* or *kdm7a* inhibited limb regeneration in the NF stage 52–53 tadpoles (Figures 7G–O). All tadpole hindlimbs healed the amputation wounds. However, in Kdm6b and Kdm7a knockdown tadpole hindlimbs, it was evident that the formation of limb blastema was defective. At 3 and 5 dpa, the Kdm6b and Kdm7a knockdown limb stumps were covered with a thin layer of epithelium (insets of Figures 7H,K). Thus, the current work identified *kdm6b* and *kdm7a* as downstream targets of Evi5 in *Xenopus* limb regeneration, placing histone demethylation as an important mechanism for further investigation.

## Discussion

### Expression and requirement of Evi5 for *Xenopus* limb and tail regeneration

Protein expression profiling of the axolotl limb began before the omics era (Slack, 1982, 1983), and continues to be a topic of great interest with the development of proteomic technologies (Rao et al., 2014; Sibai et al., 2020), with single-cell resolution (Gerber et al., 2018; Leigh et al., 2018). Evi5 was identified as one critical player in limb regeneration when Stocum lab compared the protein profile between the regenerating axolotl limb and the less regenerative froglet arm (Rao et al., 2014). Evi5 was significantly up-regulated in the regenerated hindlimbs of axolotl, but remained unchanged in *Xenopus* froglet forelimb amputated stump. This sharp contrast made Evi5 an interesting target for further investigating the molecular mechanisms underlying the declined regenerative capacity in the anuran amphibian *Xenopus* limbs. Our results reported here confirm that the expression of *evi5* at the mRNA level is significantly increased in tail and limb regeneration in regeneration-competent stages in *Xenopus* tadpoles (Figure 1). Evi5 is also functionally required for the regeneration of both the limb and the tail in *Xenopus* tadpoles (Figure 3, Figure 5).

We did attempt to overexpress *evi5* in NF stage 58 tadpoles and post-metamorphic froglets by injecting and electroporating overexpression plasmids or by using transgenic tadpoles overexpressing *evi5* under a heat shock inducible promoter, but it was not enough to promote hindlimb regeneration (Supplementary Figure S7). We also overexpressed *evi5* in the hindlimbs of NF stage 54–55 tadpoles that have reduced regenerative capacity compared to NF 52 stage tadpoles. The results showed that *evi5* significantly increased the area of the regenerated portion compared to the control, at 3 and 5 dpa, but *evi5* overexpression could not induce complete regeneration when examined at digit differentiation stages (Supplementary Figure S8). Nevertheless, we conclude that Evi5 is required, though being insufficient itself, for normal limb regeneration.

The quantitative PCR results, together with sectioning of the *in situ* hybridization specimens, showed that *evi5* is mainly expressed at the stages of formation and accumulation of blastema cells, and its expression level decreases when the blastema begins to differentiate and proliferate (Figure 1 and Figure 3). For example, in the regeneration of amputated limbs of NF stage 52 *Xenopus* tadpoles, *evi5* was highly expressed at 3 and 5 dpa, and gradually returned to normal levels at 7 dpa. Interestingly, levels of *evi5* mRNA decrease in post-metamorphic *Xenopus* forelimb after amputation (Figure 1). The cause of *evi5* downregulation is not clear, but may be related to the inability of full reprogramming of the fibroblastic blastema of *Xenopus* forelimb (Gerber et al., 2018).

While *evi5* mRNA could also be found in the wound epidermis (Figure 1), Evi5 knockdown mainly affected the formation of blastema, as there were extensive epithelial tissues still formed after *evi5* Mo injection (Figure 3). This may have been caused by the uneven distribution of *evi5* Mo to the blastemal mesenchyme by electroporation. Electroporation of DNA and oligonucleotides is widely used in amphibian regeneration studies, for example in the newt, axolotl, and *Xenopus* limb (Kumar et al., 2007; Sugiura et al., 2016; Zhang et al., 2018a). However, this method does have limitations. For example, the injected solutions need space for even distribution. In our hands, it is relatively easy to deliver DNA and morpholinos to *Xenopus* tadpole limb buds and axolotl tails, but it is much more difficult to deliver DNA and morpholinos to the *Xenopus* tadpole tail and axolotl limbs. This may well explain the less significant effect of *evi5* Mo on axolotl limb regeneration (not shown) and tadpole tail regeneration (Figure 5).

### Mechanisms of Evi5 in amphibian limb and tail regeneration

Based on previous and our current work, we argue that Evi5 regulates the process of appendage regeneration through multiple mechanisms. First, cell cycle biology studies showed that Evi5 accumulates in S/G2 phase by stably binding to the early division inhibitor Emi1, thereby arresting cells in G2 phase (Eldridge et al., 2006). During newt and axolotl limb regeneration, there are a large number of dedifferentiated cells and precursor cells re-entering the cell cycle, but these cells have a very low division index (Mescher and Tassava, 1975). Therefore, it was proposed that Evi5 may prevent the blastema cells from premature entry into division before a certain number of cells have accumulated (Rao et al., 2014). This process may also be required for proper reprogramming, dedifferentiation and re-specialization of the various cell types that constitute the blastema and the wound epithelium (Currie et al., 2016; Aztekin, 2021; Bassat and Tanaka, 2021; Lin et al., 2021). The reduced proliferation of *Xenopus* blastema cells (Figure 4) and dysregulation of cell cycle-related genes by Evi5 knockdown (Figure 6) indicate disruption of cell cycles. As a result, there was significant apoptosis in the limb mesenchyme after Evi5 knockdown (Figure 4).

Second, due to the Rab-GAP activity of Evi5, it can play a role in vesicle trafficking and endosome recycling, a mechanism that may help explain our observed lack of pigment cells in the tadpole tail regenerates (Figure 5). It has been shown that down-regulation of *Evi5* in drosophila ovary border cells interferes with border cell migration (Laflamme et al., 2012). The RNA-sequencing results indicated that knocking down Evi5 in the *Xenopus* tadpole limb may affect transport of substances and the binding of cytokines to receptors (Figure 6). We have utilized a skin punch assay on the froglet legs to investigate the migration of pigment cells after *evi5* Mo injection. This showed that there were severe delays of the healing process, with hampered pigment cell migration as exemplified by the reduced number of pigment cells in the skin wounds (Supplementary Figure S9). Thus, cell migration regulation is another target of Evi5 in wound healing and appendage regeneration.

In addition to the signals known to be important for regeneration, such as the TGFβ signals (Ho and Whitman, 2008; Nakamura et al., 2021), the reactive oxygen species (Love et al., 2013; Zhang et al., 2018a), it is interesting that the lysine demethylases *kdm6b* and *kdm7a* are among the most significantly down-regulated genes identified after Evi5 knockdown (Figures 6D,E). 

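*kdm6b.S* held place 6 by FPKM ratio, and place 1 by the log2 ratio of FPKM + 1, among the 776 genes that were lower past both limits in the authors' deposited table and above 0 in both groups. Among the 209 of these with a mean FPKM of at least 5 it held place 3 by FPKM ratio. The authors' p does not rank it further, since 420 of the 776 share the smallest p of 5e-05 in the authors' deposited table.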

Properly controlled histone methylation and demethylation are important for appropriate gene expression for dedifferentiation of blastema cells (Hayashi et al., 2020). The methylation status of patterning gene, such as *shh*, has been linked to the regeneration capacity of the *Xenopus* limbs. In post-metamorphic *Xenopus* froglet limbs, the enhancer region of *shh* is hypermethylated, while in the regenerative *Xenopus* tadpoles, this region is demethylated (Yakushiji et al., 2007). However, the mechanisms responsible for the epigenetic control of regeneration genes have not been fully investigated.

*In situ* hybridization analysis of *kdm6b* and *kdm7a* showed that they are expressed in the developing limb and the regenerating limb blastema (Figure 7). Knockdown of Kdm6b and Kdm7a also caused a block in limb regeneration (Figures 7G–O). As has been demonstrated in appendage regeneration in other model animals, Kdm6b and Kdm7a may demethylate the promoter regions of genes important for regeneration so that the silenced genes are re-expressed, allowing dedifferentiation and proliferation of blastema cells. Evi5 as an upstream regulator of Kdm6b and Kdm7a has not been reported, so this finding provides a new possible mechanism for the action of Evi5 in appendage regeneration. Our ongoing investigation of how Evi5 regulates activities of Kdm6b and Kdm7a, and what are the downstream targets of Kdm6b and Kdm7a, shall shed light on our understanding of amphibian appendage regeneration.

## Methods

### Animal husbandry and microinjection

*Xenopus laevis* and *Ambystoma mexicanum* (axolotls) were obtained from in-house breeding. *Xenopus* embryos were procured by *in vitro* fertilization or natural mating, dejellied with 2% cysteine (pH 7.8, Sigma-Aldrich) and raised in 1/10 MMR (MMR, 100 mM NaCl, 2 mM KCl, 2 mM CaCl_2_, 1 mM MgSO_4,_ 5 mM HEPES, pH 7.4) (Sive et al., 2000). *Xenopus* and embryos were staged according to the Normal table of *Xenopus* *laevis* (Daudin) (Nieuwkoop and Faber, 1967). Axolotl embryos were obtained by the method of artificial fertilization as previously described (Mohun et al., 1980).

For *Xenopus* embryo microinjection, morpholino antisense oligos (Mo, 20 ng), or Mo and synthetic mRNAs (70 pg), were microinjected into one of the animal blastomeres of 4-8 cell stage embryos cultured in 2% Ficoll 400 in 0.4 × MMR, and raised in 1/10 MMR to tadpole stages.

Microinjection and electroporation in the tadpoles were performed as described (Zhang et al., 2018b) and also illustrated in Supplementary Figure S3. Briefly, animals of selected stages were anesthetized with 0.02% MS-222 (Sigma-Aldrich) and injected with control or *evi5* Mo, *evi5* mRNA, or pcDNA3-*GFP* DNA plasmid, immediately followed by electroporation, with a platinum Tweezertrodes electrodes (BTX, United States) attached to an ECM 830 square wave generator (BTX, United States). The gap between the electrodes was set as 2 mm, and the tadpoles were not directly touched by the electrodes. The setting of electroporation was voltage = 50 V/mm (for 2 mm gap electrodes, 100 V), pulse length = 10 ms, 1 pulse. Fluorescent signals were checked to confirm successful microinjection and electroporation. For tadpole tail electroporation, morpholino solutions were injected into the notochord areas, at the level of about 40% (the distal part) of the tail. The tail may require multiple injections, as it was harder for the tail tissue to retain the injected solution. Same setting of electroporation was used for the tadpole tail.

The next day after injection, the efficiency of electroporation was determined by examining the fluorescence signals (Supplementary Figure S3C), and limbs (or tails) were then amputated, as described below.

### Limb and tail amputation procedures

Animal experiments were carried out in compliance with the Association for Assessment and Accreditation of Laboratory Animal Care International (http://www.aaalac.org/index.cfm), and protocols were approved by the Institutional Animal Care and Use Committees (IACUC) of Tongji University.

For limb amputation, animals were anesthetized in 1/10 MMR containing 0.02% MS-222 (from stock of 0.5% MS-222, Sigma-Aldrich, United States, pH 7.5 buffered with Tris-Cl), NF stage 52–53 tadpole hindlimbs were amputated with a surgical scissor at the level of presumptive knee, and froglet forelimbs were amputated at mid-ulna/radius (Zhang et al., 2018a). For tail amputation, NF stage 49–51 tadpoles anesthetized were amputated with a surgical blade perpendicular to the notochord, removing 40% of the tail (Lin and Slack, 2008).

### DNA constructs and morpholino oligos

To obtain the sequence of *Xenopus laevis evi5* (*xl evi5*), primers *xl*-*evi5*-F: GTC​AGT​CAA​ATG​GCA​AGT​CAG​GTG​G and *xl*-*evi5*-R: ATT​AGC​AAT​CAC​AGT​AAC​CAT​CAA​A were designed based on the sequence information of *Xenopus tropicalis evi5*, before the *Xenopus laevis evi5* sequence was available. PCR fragment was amplified from cDNA samples of *Xenopus laevis* tadpole limb blastema, ligated with T4 ligase (NEB, United States) to pEasy-T1 vector (TransGen Biotech, China) and the sequence of the DNA plasmid was validated by Sanger sequencing (Sangon, Shanghai, China). Sequencing result showed that the full-length *Xlevi5* is highly homologous to both *Xenopus laevis evi5.L* (including XM_018258571.2) and *S* (XM_041561525.1), though the original *xl*-*evi5*-R primer used has 3 mismatched bases in the sequence after the stop codon.

Primers used for obtaining *kdm6b* probe construct: F: ATG​AAG​GTT​CCG​GGC​AGC​AG, R: TCA​CCG​GAT​GTT​CGG​GGG​TGG; Primers used for *kdm7a* probe construct: F: ATG​GCC​GGA​GCG​GCT​CCA​GTG​TA, R: TTA​AAC​CAT​AAA​ATA​ACC​AAG​GTT​CGC​TC. These probe constructs were designed based on *kdm6b.S* and *kdm7a.S*.

For probe synthesis, constructs were linearized and transcribed with T7 or T3 RNA polymerase with DIG RNA labeling mix (Roche). *evi5* mRNA was prepared with mMessenger mMachine kit (Ambion, United States).

Morpholino antisense oligos were designed and synthesized by Gene Tools Inc. The sequences were: *evi5* Mo: CCA​CCT​GAC​TTG​CCA​TTT​GAC​TGA​C; *kdm6b* Mo: CTG​TGG​GCG​ATA​CAT​CCA​GCC​G; *kdm7a* Mo: CGC​TCC​GGC​CAT​CTT​TAA​ATC​CCA​C. Standard control: CCT​CTT​ACC​TCA​GTT​ACA​ATT​TAT​A. The *evi5* Mo blocks both *evi5.L* and *evi5.S*; *kdm6b* Mo targets *kdm6b.S*, with one base mismatch for *kdm6b.L*; *kdm7a* Mo targets *kdm7a.S*.

### RT-PCR

Total RNA was extracted using TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. RNA samples were subsequently treated with DNaseI (Invitrogen) before being reverse transcribed into cDNAs with the Superscript III Reverse Transcriptase system (Invitrogen). The cDNAs were then used for real-time PCR, which contained the fluorescent dye SYBR Green (Sigma-Aldrich) to monitor DNA synthesis. Primers used were: *xl-ef1a*: F 5'-CCT​GAA​CCA​CCC​AGG​CCA​GAT​TGG​TG-3', R 5'-GAG​GGT​AGT​CAG​AGA​AGC​TCT​CCA​CG-3'; *xl*-*evi5*: F 5'-AGG​AGG​TGA​TGG​CAG​TTC​GG-3', R 5'-AGT​GGG​TTG​GTC​TGG​GAG​GC-3'; *Am*-*Rps21*: F 5'-ACT​TGA​AGT​TTG​TTG​CCA​GGA​C-3', R 5'-TGG​CAT​CTT​CTA​TGA​TCC​CAT​C-3'; *Am*-*Evi5*: F 5'-GTTCTTCAGCATCCA GCAATCTC-3'; R 5'-CTT​TCT​TCT​TGC​GTG​CAT​CTT​CC-3'. *ef1a* and *Rps21* were used as internal references.

### *In situ* hybridization

Whole-mount *in situ* hybridization (WISH) was performed for *evi5*, *kdm6b* and *kdm7a* mRNA detection, following standard protocols (Sive et al., 2000). Samples collected at desired time points were fixed with MEMFA fixative (0.1 M MOPS, 2 mM EGTA, 1 mM MgSO_4_, 4% PFA, pH 7.4). *In situ* hybridization of advanced staged tadpole limbs was performed with modifications as previously described (Lin et al., 2013).

### Western blotting

Limbs were harvested and lysed in RIPA buffer (ThermoFischer Scientific) supplemented with complete protease inhibitors (Roche). Protein concentration for each lysate was measured using a BCA protein assay kit (ThermoFischer Scientific). Proteins were separated by electrophoresis on SDS-polyacrylamide gels and subsequently processed for standard Western blotting. The primary antibody (anti-Evi5, ab70790) and HRP-conjugated secondary antibodies (Invitrogen) were diluted using 5% (w/v) skimmed milk in TBST (20 mM Tris, 150 mM NaCl, 0.1% (w/v) Tween 20). Immunoreactive signals were detected using ECL substrate (Tanon, Cat#180–501) and imaged with an Amersham Imager 600 imaging system (GE Healthcare).

### Histology

Tissues fixed in 4% PFA were processed for paraffin (ThermoFisher) embedding and then sectioned at 7 μm with an LM2016 microtome (Leica Biosystems). Hematoxylin and eosin (HE) staining was performed on paraffin sections according to standard protocol. For histology analysis of *in situ* hybridization specimens, samples were refixed briefly and sectioned, dewaxed, and then processed without staining. Slides were mounted in Permount mounting medium (Fisher Scientific) before observation.

### RNA-sequencing and analysis

Total RNA was extracted from the limb stumps using TRIzol Reagent (Invitrogen) and genomic DNA was removed using DNase I (TaKara). RNA purity and quantification were evaluated using the NanoDrop 2000 spectrophotometer (Thermo Scientific, United States). RNA integrity was assessed using the Agilent 2,100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, United States). Then the libraries were constructed using VAHTS Universal V6 RNA-seq Library Prep Kit according to the manufacturer’s instructions. Illumina Novaseq 6,000 platform was applied for transcriptome sequencing, conducted by OE Biotech Co., Ltd. (Shanghai, China). Raw reads of fastq format were firstly processed using fastp and the low-quality reads were removed to obtain the clean reads for subsequent analyses. The clean reads were mapped to the reference genome XENLA_10.1 (available at https://ftp.xenbase.org/pub/Genomics/JGI/Xenla10.1/XENLA_10.1_genome.fa.gz) using HISAT2. Using htseq-count software and annotation files XENLA_10.1_GCF.gff3 (available at https://ftp.xenbase.org/pub/Genomics/JGI/Xenla10.1/XENLA_10.1_GCF.gff3) to obtain the count of gene reads in each sample. Differentially expressed genes (DEGs) were identified using the R statistical package edgeR (Empirical Analysis of Digital Gene Expression in R), employing a threshold of false discovery rate (FDR) ≤ 0.05 and fold change (FC) ≥ 2. GO and KEGG pathway enrichment analyses were used to obtain the functional annotation of up- and down-regulated genes. Gene Set Enrichment Analysis (GSEA) software was obtained from http://www.gsea-msigdb.org and the gene set for analysis was obtained from http://geneontology.org.

### Microscopy and photography

Regeneration and fluorescent protein expression in live embryos or animals under anesthetic were observed using a Leica M165FC fluorescent dissecting microscope with eGFP and RFP filter sets. Slides were observed using a Leica DM6000B inverted microscope. Images were captured using a Leica camera and processed with Photoshop software (Adobe).

### Regeneration quantitation and statistical analysis

Tail regeneration was classified as full, partial or non-regeneration as previously described (Beck et al., 2003). For limb regeneration, regenerates with patterned digit formation were measured as full regeneration, and regenerates with less than 2 digit forming regions were counted as partial regeneration. Limb stump with epithelium but no elongation of underlying blastema region was considered nonregenerative. Chi-square was used for statistical analysis between Mo-injected and control regeneration, as shown in Table 1. Percentages of PCNA and aCaspase3 positive cells were compared with *t*-tests between groups. Data were presented as mean +/- standard deviation. Differences were considered significant if the *p*-value <0.05(*) or <0.01(**).

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE218034.

## References

[B1] AztekinC. (2021). Tissues and cell types of appendage regeneration: A detailed look at the wound epidermis and its specialized forms. Front. Physiol. 12, 771040. 10.3389/fphys.2021.771040 34887777PMC8649801

[B2] BassatE.TanakaE. M. (2021). The cellular and signaling dynamics of salamander limb regeneration. Curr. Opin. Cell Biol. 73, 117–123. 10.1016/j.ceb.2021.07.010 34521022

[B3] BeckC. W.ChristenB.SlackJ. M. W. (2003). Molecular pathways needed for regeneration of spinal cord and muscle in a vertebrate. Dev. Cell 5 (3), 429–439. 10.1016/s1534-5807(03)00233-8 12967562

[B4] CarlsonB. M. (2007). Principles of regenerative biology. Burlington MA: Academic Press.

[B5] CarrM. J.TomaJ. S.JohnstonA. P. W.SteadmanP. E.YuzwaS. A.MahmudN. (2019). Mesenchymal precursor cells in adult nerves contribute to mammalian tissue repair and regeneration. Cell Stem Cell 24 (2), 240–256. 10.1016/j.stem.2018.10.024 30503141

[B6] ChenY.LinG.SlackJ. M. W. (2006). Control of muscle regeneration in the Xenopus tadpole tail by Pax7. Development 133 (12), 2303–2313. 10.1242/dev.02397 16687446

[B7] CoxB. D.YunM. H.PossK. D. (2019). Can laboratory model systems instruct human limb regeneration? Development 146 (20), dev181016. 10.1242/dev.181016 31578190PMC6917474

[B8] CurrieJ. D.KawaguchiA.TraspasR. M.SchuezM.CharaO.TanakaE. M. (2016). Live imaging of axolotl digit regeneration reveals spatiotemporal choreography of diverse connective tissue progenitor pools. Dev. Cell 39 (4), 411–423. 10.1016/j.devcel.2016.10.013 27840105PMC5127896

[B9] DavidianD.LevinM. (2022). Inducing vertebrate limb regeneration: A review of past advances and future outlook. Cold Spring Harb. Perspect. Biol. 14 (4), a040782. 10.1101/cshperspect.a040782 34400551PMC9121900

[B10] DentJ. N. (1962). Limb regeneration in larvae and metamorphosing individuals of the South African clawed toad. J. Morphol. 110, 61–77. 10.1002/jmor.1051100105 13885494

[B11] EldridgeA. G.LoktevA. V.HansenD. V.VerschurenE. W.ReimannJ. D.JacksonP. K. (2006). The evi5 oncogene regulates cyclin accumulation by stabilizing the anaphase-promoting complex inhibitor emi1. Cell 124 (2), 367–380. 10.1016/j.cell.2005.10.038 16439210

[B12] GerberT.MurawalaP.KnappD.MasselinkW.SchuezM.HermannS. (2018). Single-cell analysis uncovers convergence of cell identities during axolotl limb regeneration. Science 362 (6413), eaaq0681. 10.1126/science.aaq0681 30262634PMC6669047

[B13] GrayP. A.FuH.LuoP.ZhaoQ.YuJ.FerrariA. (2004). Mouse brain organization revealed through direct genome-scale TF expression analysis. Science 306 (5705), 2255–2257. 10.1126/science.1104935 15618518

[B14] HayashiS.TamuraK.YokoyamaH. (2020). Chromatin dynamics underlying the precise regeneration of a vertebrate limb - epigenetic regulation and cellular memory. Semin. Cell Dev. Biol. 97, 16–25. 10.1016/j.semcdb.2019.04.006 30991117

[B15] HoD. M.WhitmanM. (2008). TGF-β signaling is required for multiple processes during Xenopus tail regeneration. Dev. Biol. 315 (1), 203–216. 10.1016/j.ydbio.2007.12.031 18234181PMC2292344

[B16] JohnsonG. L.MasiasE. J.LehoczkyJ. A. (2020). Cellular heterogeneity and lineage restriction during mouse digit tip regeneration at single-cell resolution. Dev. Cell 52 (4), 525–540. 10.1016/j.devcel.2020.01.026 32097654PMC7186907

[B17] JohnstonA. P.YuzwaS. A.CarrM. J.MahmudN.StorerM. A.KrauseM. P. (2016). Dedifferentiated schwann cell precursors secreting paracrine factors are required for regeneration of the mammalian digit tip. Cell Stem Cell 19 (4), 433–448. 10.1016/j.stem.2016.06.002 27376984

[B18] KangJ.HuJ.KarraR.DicksonA. L.TorniniV. A.NachtrabG. (2016). Modulation of tissue repair by regeneration enhancer elements. Nature 532 (7598), 201–206. 10.1038/nature17644 27049946PMC4844022

[B19] KumarA.GodwinJ. W.GatesP. B.Garza-GarciaA. A.BrockesJ. P. (2007). Molecular basis for the nerve dependence of limb regeneration in an adult vertebrate. Sci. (New York, NY) 318 (5851), 772–777. 10.1126/science.1147710 PMC269692817975060

[B20] LaflammeC.AssakerG.RamelD.DornJ. F.SheD.MaddoxP. S. (2012). Evi5 promotes collective cell migration through its Rab-GAP activity. J. Cell Biol. 198 (1), 57–67. 10.1083/jcb.201112114 22778279PMC3392932

[B21] LeighN. D.DunlapG. S.JohnsonK.MarianoR.OshiroR.WongA. Y. (2018). Transcriptomic landscape of the blastema niche in regenerating adult axolotl limbs at single-cell resolution. Nat. Commun. 9 (1), 5153. 10.1038/s41467-018-07604-0 30514844PMC6279788

[B22] LimY. S.TangB. L. (2013). The Evi5 family in cellular physiology and pathology. FEBS Lett. 587 (12), 1703–1710. 10.1016/j.febslet.2013.04.036 23669355

[B23] LinG.ChenY.SlackJ. M. (2013). Imparting regenerative capacity to limbs by progenitor cell transplantation. Dev. Cell 24 (1), 41–51. 10.1016/j.devcel.2012.11.017 23273877PMC3549047

[B24] LinG.ChenY.SlackJ. M. W. (2007). Regeneration of neural crest derivatives in the Xenopus tadpole tail. BMC Dev. Biol. 7, 56. 10.1186/1471-213X-7-56 17521450PMC1890292

[B25] LinG.SlackJ. M. W. (2008). Requirement for Wnt and FGF signaling in Xenopus tadpole tail regeneration. Dev. Biol. 316 (2), 323–335. 10.1016/j.ydbio.2008.01.032 18329638

[B26] LinT. Y.GerberT.Taniguchi-SugiuraY.MurawalaP.HermannS.GrosserL. (2021). Fibroblast dedifferentiation as a determinant of successful regeneration. Dev. Cell 56 (10), 1541–1551. 10.1016/j.devcel.2021.04.016 34004152PMC8140481

[B27] LoveN. R.ChenY.BonevB.GilchristM. J.FaircloughL.LeaR. (2011). Genome-wide analysis of gene expression during Xenopus tropicalis tadpole tail regeneration. BMC Dev. Biol. 11, 70. 10.1186/1471-213X-11-70 22085734PMC3247858

[B28] LoveN. R.ChenY.IshibashiS.KritsiligkouP.LeaR.KohY. (2013). Amputation-induced reactive oxygen species are required for successful Xenopus tadpole tail regeneration. Nat. Cell Biol. 15 (2), 222–228. 10.1038/ncb2659 23314862PMC3728553

[B29] MescherA. L.TassavaR. A. (1975). Denervation effects on DNA replication and mitosis during the initiation of limb regeneration in adult newts. Dev. Biol. 44 (1), 187–197. 10.1016/0012-1606(75)90386-3 1132586

[B30] MohunT. J.TillyR.MohunR.SlackJ. M. W. (1980). Cell commitment and gene expression in the axolotl embryo. Cell 22 (1), 9–15. 10.1016/0092-8674(80)90149-X 6893572

[B31] NakamuraM.YoshidaH.MoriyamaY.KawakitaI.WlizlaM.Takebayashi-SuzukiK. (2021). TGF-β1 signaling is essential for tissue regeneration in the Xenopus tadpole tail. Biochem. Biophys. Res. Commun. 565, 91–96. 10.1016/j.bbrc.2021.05.082 34102475PMC8255271

[B32] NieuwkoopP. D.FaberJ. (1967). Normal table of *Xenopus laevis* (daudin). Amsterdam: North-Holland.

[B33] RaoN.JhambD.MilnerD. J.LiB.SongF.WangM. (2009). Proteomic analysis of blastema formation in regenerating axolotl limbs. BMC Biol. 7, 83. 10.1186/1741-7007-7-83 19948009PMC2794268

[B34] RaoN.SongF.JhambD.WangM.MilnerD. J.PriceN. M. (2014). Proteomic analysis of fibroblastema formation in regenerating hind limbs of *Xenopus laevis* froglets and comparison to axolotl. BMC Dev. Biol. 14, 32. 10.1186/1471-213x-14-32 25063185PMC4222900

[B35] ReimannJ. D.FreedE.HsuJ. Y.KramerE. R.PetersJ. M.JacksonP. K. (2001). Emi1 is a mitotic regulator that interacts with Cdc20 and inhibits the anaphase promoting complex. Cell 105 (5), 645–655. 10.1016/s0092-8674(01)00361-0 11389834

[B36] SaderF.RoyS. (2022). Tgf-beta superfamily and limb regeneration: Tgf-beta to start and Bmp to end. Dev. Dyn. 251 (6), 973–987. 10.1002/dvdy.379 34096672

[B37] SatohA.EndoT.AbeM.YakushijiN.OhgoS.TamuraK. (2006). Characterization of Xenopus digits and regenerated limbs of the froglet. Dev. Dyn. 235 (12), 3316–3326. 10.1002/dvdy.20985 17075873

[B38] SibaiM.AltuntasE.SuzekB. E.SahinB.ParlayanC.OzturkG. (2020). Comparison of protein expression profile of limb regeneration between neotenic and metamorphic axolotl. Biochem. Biophys. Res. Commun. 522 (2), 428–434. 10.1016/j.bbrc.2019.11.118 31767146

[B39] SimonA.TanakaE. M. (2013). Limb regeneration. Wiley Interdiscip. Rev. Dev. Biol. 2 (2), 291–300. 10.1002/wdev.73 24009038

[B40] SiveH. L.GraingerR. M.HarlandR. M. (2000). Early development of *Xenopus laevis*: A laboratory manual cold spring harbor. New York: Cold Spring Harbor Laboratory Press.

[B41] SlackJ. M.LinG.ChenY. (2008). The Xenopus tadpole: A new model for regeneration research. Cell. Mol. Life Sci. 65 (1), 54–63. 10.1007/s00018-007-7431-1 18030419PMC11131608

[B42] SlackJ. M. (1982). Protein synthesis during limb regeneration in the axolotl. Development 70, 241–260. 10.1242/dev.70.1.241 7142900

[B43] SlackJ. M. (1983). Regional differences of protein synthesis in the limb regeneration blastema of the axolotl. Prog. Clin. Biol. Res. 110, 557–563.6828516

[B44] StewartS.TsunZ. Y.Izpisua BelmonteJ. C. (2009). A histone demethylase is necessary for regeneration in zebrafish. Proc. Natl. Acad. Sci. U. S. A. 106 (47), 19889–19894. 10.1073/pnas.0904132106 19897725PMC2785262

[B45] StocumD. L.CameronJ. A. (2011). Looking proximally and distally: 100 years of limb regeneration and beyond. Dev. Dyn. 240 (5), 943–968. 10.1002/dvdy.22553 21290477

[B46] SubramanianA.TamayoP.MoothaV. K.MukherjeeS.EbertB. L.GilletteM. A. (2005). Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. U. S. A. 102 (43), 15545–15550. 10.1073/pnas.0506580102 16199517PMC1239896

[B47] SugiuraT.WangH.BarsacchiR.SimonA.TanakaE. M. (2016). MARCKS-like protein is an initiating molecule in axolotl appendage regeneration. Nature 531 (7593), 237–240. 10.1038/nature16974 26934225PMC4795554

[B48] YakushijiN.SuzukiM.SatohA.SagaiT.ShiroishiT.KobayashiH. (2007). Correlation between Shh expression and DNA methylation status of the limb-specific Shh enhancer region during limb regeneration in amphibians. Dev. Biol. 312 (1), 171–182. 10.1016/j.ydbio.2007.09.022 17961537

[B49] ZhangM.ChenY.XuH.YangL.YuanF.LiL. (2018a). Melanocortin receptor 4 signaling regulates vertebrate limb regeneration. Dev. Cell 46 (4), 397–409. 10.1016/j.devcel.2018.07.021 30130530PMC6107305

[B50] ZhangM.YangL.YuanF.ChenY.LinG. (2018b). Dicer inactivation stimulates limb regeneration ability in *Xenopus laevis* . Wound Repair Regen. 26 (1), 46–53. 10.1111/wrr.12619 29453851

How the deposited data were processed for this re-analysis (not part of the article)

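The samples were 3 pools of limb buds with control Mo and 3 with *evi5* Mo, grouped by their labels, and the comparison was *evi5* Mo against control Mo throughout. The labels and the paper differ in how they date the samples (3 days post injection at stage 53, and 3 dpa at NF stage 52 to 53), and the paper's dating is used beside its claims.

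The authors deposited FPKM values, 1 per gene and group, with the 3 samples of a group joined by the authors' own processing. The authors' deposited table also gives, for each gene, a log2 fold change that equals the log2 ratio of both FPKM values, and a p-value and q-value of the authors' test. Genes that the authors appear not to have tested have a p-value and q-value of 1, and no p-value of the authors' deposited table is below 5e-05. The q-value is the Benjamini-Hochberg adjustment of the p-value over the 23360 genes with a p below 1 in the authors' deposited table, as recomputing it showed. The paper's methods name fastp, HISAT2, htseq-count and edgeR on XENLA_10.1, whereas the table has the columns of a Cuffdiff comparison and names no program, genome build or annotation. Whether the values of the paper's figures were made by the same steps is not known.

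The design set before the data were examined assumed counts per sample, and named a count model for single genes and a competitive test for gene sets. With 1 pooled FPKM value per group neither can be fitted, so no test was run here: calls of single genes rest on the q of the authors' deposited table together with a fold change computed from the FPKM values. Without counts, the depth of each sample and the precision it gives are unknown, and no SD or interval is given. A gene counted as changed with q of 0.05 or less and an FPKM ratio of at least 2, including genes listed at 0 in 1 group. Values of single genes are the log2 ratio of FPKM + 1.

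A list of genes was described by the median log2 ratio of its copies and by the percentile of that median among 10000 random lists of the same size, in which each copy was replaced by a gene drawn from the 200 nearest in mean FPKM, among the 34770 genes above 0 in at least 1 group. In a check on simulated data, with the log2 ratios of those 34770 genes shuffled and 2000 random lists each, 9 of 200 lists of 20 genes fell outside the middle 95%. Of lists raised by 1 on the log2 scale, 40 of 40 fell above it. Shuffling breaks the likeness of L and S copies (Pearson r of 0.67 across 1694 pairs) and the dependence of the log2 ratio on expression. The check thus cannot show how often lists of related copies fall outside the middle 95%. The counting of changed genes returned 120 of 120 genes set higher and 80 of 80 set lower in simulated data. The q of these genes was set along with their ratio, and no noise was added. This checks the counting step only and does not show how accurate the calls are.

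The table pairs its identifiers with protein names and not with gene symbols. A gene of the lists or the paper was matched to an identifier by its protein name, or by a RefSeq protein accession that belongs to 1 symbol of the Xenopus_laevis_v10.1 annotation, which was used for names and chromosomes only. Of the 45099 identifiers, 3274 carry such an accession and 2496 of these led to 1 symbol. For the lists and the paper's genes, 226 identifiers were matched, and 30 matches by name were left out because the identifier lies on another chromosome than the gene. The name patterns were written after the data were examined and before the values of the lists were computed, when values of several hemoglobin genes and of *alas2*, *slc4a1* and *matn1* had been seen. The lists held between 46.7% and 89.5% of their genes among the matched identifiers, besides the genes of Figure 6E.

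The genes named in the text are those that the RNA-seq results or Figure 6A,E name, *evi5*, and the 5 largest rises and 5 largest falls by FPKM ratio among the changed genes with a mean FPKM of at least 5, values above 0 in both groups and a protein name that is not provisional. The rule set before the data were examined also asked that the samples of the groups not overlap and counted expression in CPM, neither of which a pooled value allows. Other genes are named only where the text says that they were chosen after their values were seen. *evi5*, *lepr*, *kdm7a* and *kdm6a* were matched to no identifier and were not analysed here.

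Alternatives changed the threshold (unadjusted p in place of q, no fold change limit), the pseudocount (1 or 0.1 for the counts, 0.1 for genes and lists), a filter at a mean FPKM of 1, the scaling of the FPKM columns (equal totals, or a median log2 ratio of 0 over the 12819 genes of at least 5 FPKM in both groups), the summing of L and S copies, and the members of the histone demethylase set, with each copy left out once. The alternatives with an unadjusted p together with the fold change limit, and with q and no fold change limit, were set before the data were examined, and the others after. GO and KEGG enrichment and gene set enrichment were left out, because no annotation of the identifiers with such terms was used here. All values were computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9.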

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

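Genes of red blood cells, which the paper does not discuss, were higher in *evi5* Mo than in the control samples. The tests of scaling, of shared reads and of the other red blood cell genes were chosen after this rise had been seen, and those of the remaining cell types before.

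The FPKM of the 22 genes with a hemoglobin name summed to 4794 in control Mo and 43527 in *evi5* Mo, 9.08 times as much and 5.28% of the FPKM total against 0.756%. Of these genes, 19 were higher and 2 lower in *evi5* Mo and 1 was at 0 in both groups. By the authors' deposited table 13 of them passed q of 0.05 and a fold change of 2, all higher. The erythrocyte list, with 10 of its 14 genes found, had a median log2 ratio of 2.12, and 10 of its 18 copies above 0 reached 1 FPKM in control Mo. Scaling of the columns does not account for the rise, since the list's median was 1.77 with the FPKM columns scaled to equal totals. Reads shared between near-identical hemoglobin copies would move values between copies and leave their sum, which rose. A lower share of limb cells would raise the other cell types alike, and the lists do not decide on it. The list of nerve and Schwann cell genes lay at percentile 0.95 with a median log2 ratio of -0.25, against this explanation. With a pseudocount of 0.1 the nerve list lay at percentile 6.74, also on the lower side. Only 9 of its 15 copies above 0 reached 1 FPKM in control Mo. The limb mesenchyme list lay at percentile 34.8. The cartilage list (median -0.98) and the list of fibroblast and matrix genes (-0.48) lay below every random list, which a lower share of limb cells would allow.

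More red blood cells in the *evi5* Mo limb buds may account for the rise. The 7 copies of red blood cell genes other than hemoglobins were all higher in *evi5* Mo, with a median log2 ratio of 1.77 at percentile 100 of the random lists. Among them FPKM rose from 8.27 to 43.4 for *alas2* on Scaffold172 and from 7.37 to 35.7 for *slc4a1.L*. The smallest log2 ratio was that of *epb42.S*, with an FPKM of 0.171 in control Mo and 0.229 in *evi5* Mo. These examples were chosen after their values were seen. Among the hemoglobins, FPKM of *hba4.S* rose from 530 to 5972. Whether white blood cells came with them cannot be told apart from no change, because the leukocyte list lay at percentile 74.7 and its level in the limb itself can hide a small share. Blood left in the tissue at collection and a change in the blood supply of the stump after *evi5* Mo both remain open and were not tested. With 1 pooled value per group, it is also open whether each of the 3 *evi5* Mo samples carries the rise or 1 of them.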

How the results depend on the processing

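No paired analysis was possible because the values are pooled to 1 per group and carry no replicate numbers. For the same reason no sample was left out in turn and no other split of the samples was tried. Of the alternatives set before the data were examined, those with other normalizations, filters on counts, exact, likelihood ratio, DESeq2 and limma tests, replicate numbers as a block, summed counts of L and S copies, estimated correlations, fry, GSEA and the Fisher tests of GO and KEGG terms were not run, since they need counts or values per sample, or an annotation with terms. The unadjusted p and the missing fold change limit below were set before the data were examined, each on its own, and every other setting was chosen afterwards.

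The authors' deposited table gives 1410 changed genes, 603 higher and 807 lower in *evi5* Mo. With no fold change limit the counts in the authors' deposited table were 5105, 2970 and 2135, and with an unadjusted p and no limit 7812, 4497 and 3315, which follows from the removed limits. With a pseudocount of 1 in the fold change they were 679, 339 and 340, since the pseudocount draws the ratios of weakly expressed genes toward 1. Scaling the FPKM columns to equal totals shifts every log2 ratio of FPKM without a pseudocount, on which these counts rest, by -0.38 and left 269 higher and 1640 lower, so that 14.1% of 1909 calls were higher in place of 42.8%. Setting the median log2 ratio of genes of at least 5 FPKM to 0 shifts them by -0.15 and gave 414 higher and 1061 lower, 28.1% higher. The q of the authors' deposited table was not recomputed under these scalings. An unadjusted p with the fold change limit (1625 genes in the authors' deposited table), a pseudocount of 0.1 (1293) and a mean FPKM of at least 1 (1197) left the counts within 1.5 times.

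The TGF-beta receptor binding set and the proliferation, erythrocyte, cartilage, fibroblast and matrix, and epidermis lists kept their direction and their side of the middle 95% of random lists under each setting run, and the cell cycle arrest, apoptosis, leukocyte and limb mesenchyme lists stayed within it. The skeletal muscle list moved from percentile 82.4 to 99.5 with a pseudocount of 0.1, to 98.9 with equal totals and to 25.9 with a mean FPKM of at least 1. The list of nerve and Schwann cell genes moved from 0.95 to 6.74 with a pseudocount of 0.1, and the melanocyte list from 14.1 to 1.24 with L and S copies summed. The histone demethylase set moved from 1.44 to 7.88 with copies summed. With 1 copy left out it lay at 10.1 without *kdm6b.S*, 7.91 without *kdm3b.L*, 6.37 without *kdm3b.S* and 4.68 without *kdm5c.S*, and from 0.51 to 1.25 without each of the others, since the median over 7 copies rises without any copy at or below it. The cause of the other moves was not tested. Setting the median log2 ratio to 0 shifts every gene alike and cannot move a percentile, so it was not run for lists.

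Of 76 values of 22 single genes under other settings, 70 kept their direction and, where the q of the authors' deposited table applies, their side of the limits. The reversed ones are small log2 ratios: *kdm1a.L* at -0.33 with equal totals and -0.12 with the median set to 0, the *kdm5c* copy on Scaffold36 at -0.33, -0.12 and, with copies summed, -0.090, and *kdm1b.L* at -0.041 with equal totals. Scaling to equal totals lowers every gene above 0 in *evi5* Mo, and setting the median to 0 lowers every gene by 0.15, which shows the cause for the scalings. The gap between the median log2 ratios of strongly and weakly expressed genes was 0.46, and became 0.34 with equal totals and 0.49 with a pseudocount of 0.1, since the pseudocount and the scaling act unequally on weak values.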

Differences from the paper's values

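The paper's number of genes changed at FDR 0.05 and fold change 2 is 3630, while the authors' deposited table gives 1410. With FDR 0.05 and no fold change limit the authors' deposited table gives 5105, within 1.5 times of the paper's number. The other alternative set before the data were examined, an unadjusted p with the fold change limit, gives 1625 in the authors' deposited table, which is not. Closeness at limits other than the paper's, here and for both directions below, does not explain the difference. The paper's methods name edgeR on counts, and whether its numbers came from the same processing is not known.

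The paper's number of genes higher in *evi5* Mo is 2288, while the authors' deposited table gives 603. With FDR 0.05 and no fold change limit the authors' deposited table gives 2970, within 1.5 times of the paper's number, and with an unadjusted p and the fold change limit 686, which is not.

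The paper's number of genes lower in *evi5* Mo is 1342, while the authors' deposited table gives 807. With an unadjusted p and the fold change limit the authors' deposited table gives 939, within 1.5 times of the paper's number, and with FDR 0.05 and no fold change limit 2135, which is not. Scalings chosen after the values were seen also came within 1.5 times, with 1640 at equal totals and 1061 with the median log2 ratio set to 0, by the q of the authors' deposited table. No setting brought all 3 numbers within 1.5 times of the paper's at once.

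The paper states that more genes rose than fell, whereas at the same limits the authors' deposited table has more genes lower (807) than higher (603) in *evi5* Mo. With no fold change limit more were higher, 2970 against 2135 in the authors' deposited table with q and 4497 against 3315 with an unadjusted p, the last chosen after the values were seen.

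The paper states that the *kdm* genes of Figure 6E were downregulated. Among the 7 copies found, 4 were lower in *evi5* Mo, while *kdm1a.L*, the *kdm5c* copy on Scaffold36 and *kdm1b.L* had log2 ratios of 0.03, 0.03 and 0.27. With equal FPKM totals, a scaling chosen after the values were seen that lowers the log2 ratio of every gene above 0 in *evi5* Mo, these 3 had log2 ratios of -0.33, -0.33 and -0.04, a sign that follows from the scaling. With the median log2 ratio set to 0, also chosen afterwards, they were -0.12, -0.12 and 0.13. None of the 3 has q of 0.05 or less in the authors' deposited table.

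The paper states that cell cycle arrest and apoptosis terms were upregulated and that muscle system development was downregulated. The cell cycle arrest list lay at percentile 9.26 of the random lists, the apoptosis list at 72.1 and the skeletal muscle list at 82.4, none outside their middle 95%, although these lists are not the paper's terms. Under settings chosen after the values were seen, the skeletal muscle list lay above the middle 95%, at percentile 99.5 with a pseudocount of 0.1 and 98.9 with equal totals, and on the lower side, at 25.9, with a mean FPKM of at least 1.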

Other observations

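The tests of locus length and of hemoglobin and ribosomal protein genes were set before their results were seen. In the FPKM values as deposited, strongly expressed genes were mostly higher in *evi5* Mo and weakly expressed genes mostly lower. The median log2 ratio was -0.08 for the 8289 genes with a mean FPKM of 1 to 5, 0.06 for 9150 genes of 5 to 20, 0.27 for 3803 genes of 20 to 100 and 0.37 for the 869 genes of at least 100, a gap of 0.46 between the highest and the lowest of these classes. Of the genes past both limits in the authors' deposited table, 32 were higher and 7 lower in the highest class, and 253 higher and 444 lower in the lowest. The length of the locus, introns included, does not account for the whole gap. The gap was 0.45 among genes with loci under 5000 bases, 0.39 from 5000 to 20000 and 0.38 at 20000 or more, the smallest. A partial role of locus length is not excluded, and the length of the transcript, which enters FPKM, was not tested. Hemoglobin and ribosomal protein genes do not account for the gap, since without them it was 0.47. With the FPKM columns scaled to equal totals the gap was 0.34, between a median of -0.34 in the lowest class and one of -0.0041 in the highest, so that the direction of the strongly expressed genes depends on the scaling. With a pseudocount of 0.1 the gap was 0.49, and both settings were chosen after the gap had been seen. No biological explanation was tested, and a difference in RNA quality or depth between the groups remains open, as values per sample were not used here.

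The paper reports fewer PCNA-positive cells after *evi5* Mo by staining of sections (Figure 4). It also reports that almost no isolated blastema cells took up EdU in culture after *evi5* Mo, against many in the control. Both are measures other than RNA of pooled limb tissue. The FPKM of *pcna.L*, chosen after its value was seen, was 263 in control Mo and 482 in *evi5* Mo, a log2 ratio of 0.87. The summed FPKM of the 23 copies of the proliferation list above 0 was 833 in control Mo and 1447 in *evi5* Mo. Part of both rises can come from scaling and expression level. The FPKM total was 1.30 times as high in *evi5* Mo, and genes of at least 100 FPKM had a median log2 ratio of 0.37. The list's median still lay above every random list of the same mean FPKM, also with the columns scaled to equal totals.

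In the authors' deposited table, all 10329 genes with an FPKM of 0 in both groups are marked as down. A gene with no protein name (Xelaev18010948m.g, chosen after its values were seen) is listed at 0 in control Mo and at an FPKM of 5906 in *evi5* Mo, with q = 0.500 in the authors' deposited table. A total of 6871 genes share their locus with another gene of the table, and how reads were divided between such genes is not stated in the table.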
